# Transcriptome comparisons of in vitro intestinal epithelia grown under static and microfluidic gut-on-chip conditions with in vivo human epithelia

**DOI:** 10.1038/s41598-021-82853-6

**Published:** 2021-02-05

**Authors:** Kornphimol Kulthong, Guido J. E. J. Hooiveld, Loes Duivenvoorde, Ignacio Miro Estruch, Victor Marin, Meike van der Zande, Hans Bouwmeester

**Keywords:** Gastrointestinal models, Lab-on-a-chip

## Abstract

Gut-on-chip devices enable exposure of cells to a continuous flow of culture medium, inducing shear stresses and could thus better recapitulate the in vivo human intestinal environment in an in vitro epithelial model compared to static culture methods. We aimed to study if dynamic culture conditions affect the gene expression of Caco-2 cells cultured statically or dynamically in a gut-on-chip device and how these gene expression patterns compared to that of intestinal segments in vivo. For this we applied whole genome transcriptomics. Dynamic culture conditions led to a total of 5927 differentially expressed genes (3280 upregulated and 2647 downregulated genes) compared to static culture conditions. Gene set enrichment analysis revealed upregulated pathways associated with the immune system, signal transduction and cell growth and death, and downregulated pathways associated with drug metabolism, compound digestion and absorption under dynamic culture conditions. Comparison of the in vitro gene expression data with transcriptome profiles of human in vivo duodenum, jejunum, ileum and colon tissue samples showed similarities in gene expression profiles with intestinal segments. It is concluded that both the static and the dynamic gut-on-chip model are suitable to study human intestinal epithelial responses as an alternative for animal models.

## Introduction

Current toxicological safety studies of chemicals and pharmaceuticals often rely on the use of laboratory animals. The use of animals not only is time consuming, considered unethical and expensive, but importantly also raises scientific questions on the differences in physiology of laboratory animals compared to humans^1–3^. To refine, reduce or ultimately replace the use of animal models (the 3R principle)^4^, in vitro assays have been intensively studied^5–7^. By using human cells, specific functions of the organ of origin can be emulated in vitro. Here, we focused on human intestinal cells that are extensively used to model the human intestinal epithelium.

With the emergence of microfluidic technology several organ-on chip platforms have been launched^8,9^. More specifically, gut-on-chip devices have been introduced that allow to culture epithelial cells under continuous perfusion and physiological shear stress attempting to better recapitulate the environment in the human intestine compared to static culture methods^10–13^. While stem cell-based intestinal models can be used to study the human intestinal function, the reproducibility and culture efficiency of the models in vitro is still challenging^14,15^. Therefore, human intestinal epithelial cell line-based models, specifically Caco-2 cells, currently remain the most widely used and accepted in vitro model for toxicological safety studies^16–18^. Despite the variety in existing gut-on-chip models, there are only a few studies that evaluated the basal gene expression of Caco-2 cells compared to that of human intestinal (in vivo) tissues^19^. Kim et al. published such a comparison of a specific subclone of Caco-2 cells, but due to the very limited sample size in this study the results have to be interpreted with caution. In addition, the consequences of different chip designs need to be interpreted with care, as the resulting differences in shear stress induce different phenotypical and functional changes^20^. To the best of our knowledge, no other comparative studies addressing this issue in the commonly used wild type Caco-2 cell line have been published so far.

The aim of the current study was to comprehensively investigate the effects of dynamic flow conditions on the gene expression profile and affected biological pathways of Caco-2 cells compared to the gene expression profile of Caco-2 cells cultured under static conditions. Next, the gene expression profiles of Caco-2 cells, cultured under both conditions, were compared with those of healthy human in vivo intestinal tissues. For this, we retrieved data from publicly available gene expression databases. Briefly, Caco-2 cells were grown for 21 days in Transwells according to a standard protocol^21^, and in our gut-on-chip device^12,13^. Gene expression data were obtained using a microarray platform and differential expression was determined by a bioinformatics approach. Linear models and an intensity-based moderated t-statistic were used for identification of differentially expressed genes and gene set enrichment analysis (GSEA) for identification of affected biological pathways. The differential expression of intestine-specific genes in Caco-2 cells was compared to those reported for different regions of human intestinal tissues in vivo^22^.

## Results

### Cellular morphological assessment

Monolayer integrity of Caco-2 cells grown for 21 days in the gut-on-chip under dynamic flow (Fig. 1A–C) or in the static Transwell was assessed using confocal microscopy imaging. The top views of representative images are shown in Fig. 2A,B. Caco-2 cells grown under continuous flow showed a comparable monolayer formation and cell morphology at day 21 to cells grown under static conditions, as reflected by immunofluorescence staining of nuclei (blue), actin filaments (green) and tight junctions (red). Cells cultured under flow, however, seemed to be larger than those grown under static conditions. Vertical cross-sections of the monolayers, created by Z-stacks (Fig. 2C,D), showed cell polarization with core bundles of actin filaments in the microvilli and tight junctions on the apical side, in cells grown under both conditions. The cell heights were comparable in both systems, reaching ~ 10 µm at day 21.

**Figure 1:**
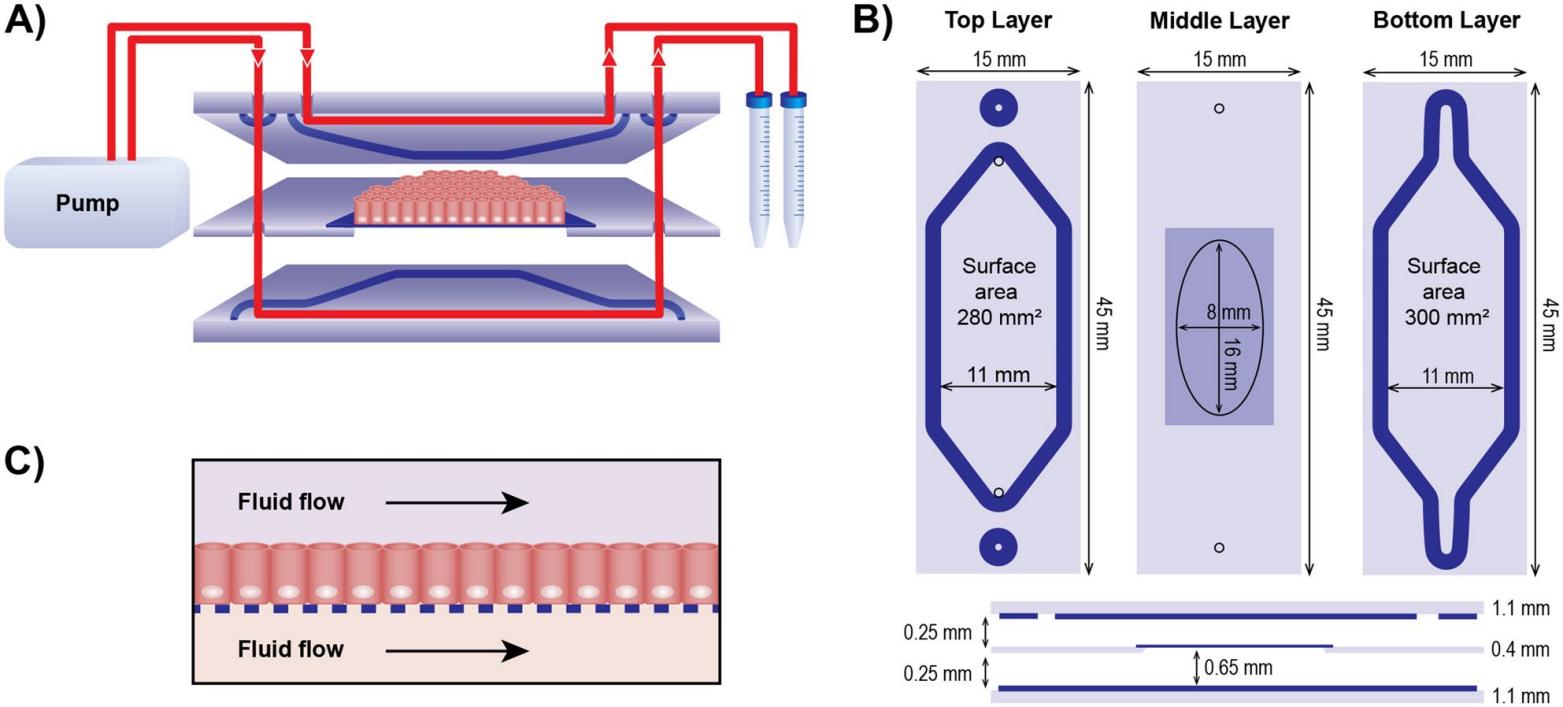
Schematic illustration of the experimental setup of the gut-on-chip (**A**) Schematic design of the microfluidic system showing a vertical cross-section of the glass chip. The red lines represent the flows in and out of both compartments. (**B**) Schematic drawing of the three glass layers that form the chip, the oval in the middle layer represents a cut-out in the glass and the darker square represents the porous membrane covering the cut-out. The dark blue lines in (**A**) and (**B**) represent the gaskets that form the boundaries of the compartments when the three glass layers are pressed together in the chip holder. (**C**) Schematic drawing showing how cells were exposed to fluid flow.

**Figure 2:**
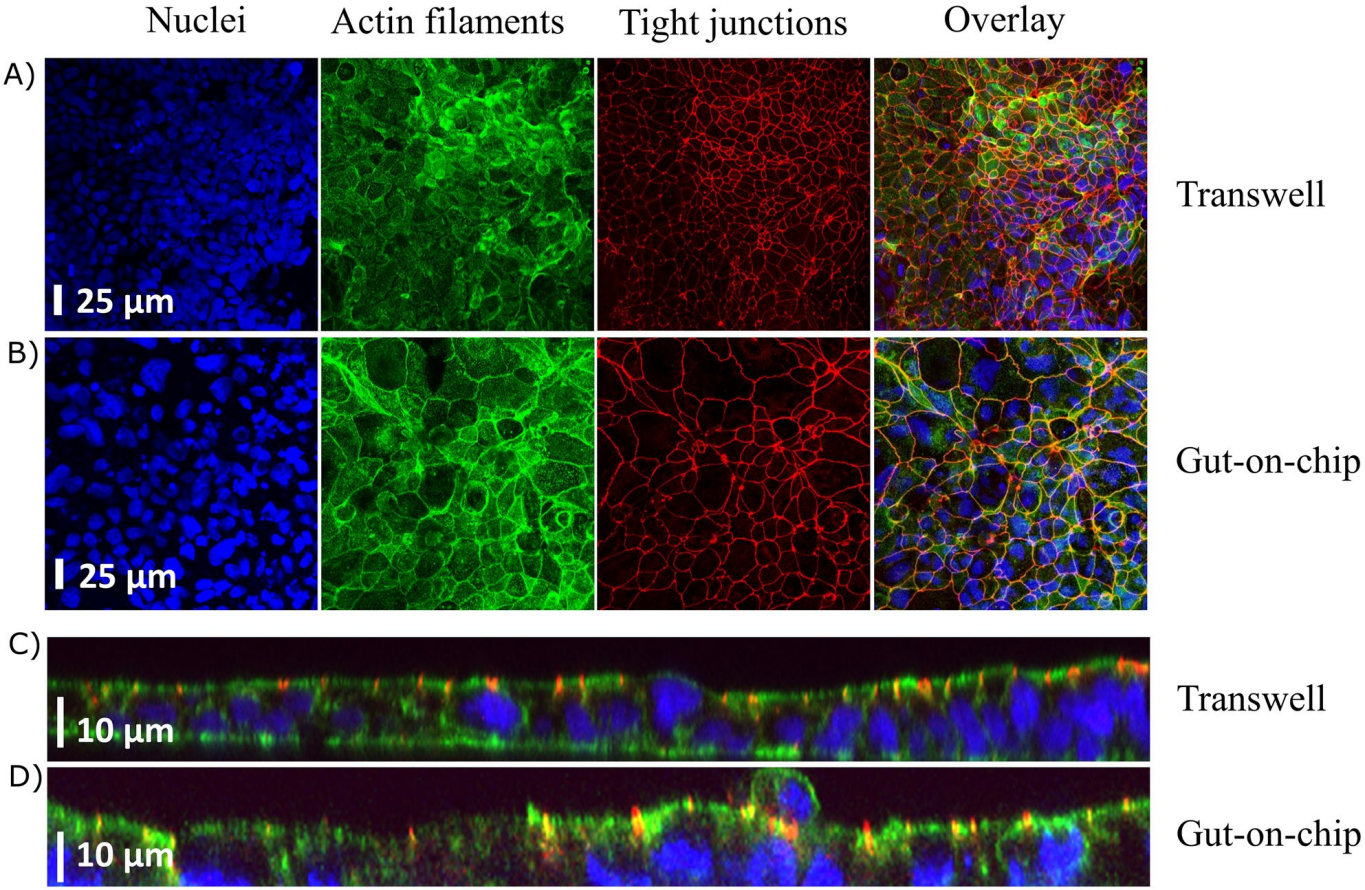
Cell morphology of Caco-2 cells after 21 days of culture under static (Transwell) and dynamic, with a flow of 100 µL/h, (gut-on-chip) conditions, visualized by confocal microscopy. Top views of the cell layer in (**A**) the Transwell and in (**B**) the gut-on-chip. Vertical cross-sections of the cell monolayer in (**C**) the Transwell and (**D**) the gut-on-chip. Actin filaments (Phalloidin) in green, cell nuclei (DAPI) in blue, and tight junctions (ZO-1/TJP1) in red.

### Gene expression in Caco-2 human epithelial cells under static and dynamic conditions

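RNA was taken after 21 days from Caco-2 cells, a human colorectal adenocarcinoma line that differentiates into an enterocyte-like monolayer. The cells had grown without flow on Transwell inserts or under a flow of 100 µL/h in the gut-on-chip, at a shear stress of about 0.002 dyne/cm2. There were 4 samples for each culture system, and each was hybridised to its own Affymetrix Human Gene 2.1 ST array. Both systems were seeded at 75000 cells per cm2, on membranes of 1.12 cm2 for the inserts and 1.6 cm2 for the gut-on-chip. The methods name the Qiagen RNAeasy Micro kit for RNA isolation, whereas the sample labels name the RNeasy Mini kit. The values analysed here are the deposited log2 levels made by the authors with RMA, which corrects background, normalizes quantiles and summarises probes. They comprise 53617 probe sets rather than the 29635 genes the paper describes, so they come from another summarisation of the same arrays. Of these probe sets, 23871 were paired with 1 gene symbol, 1842 with several and 27904 with none, and only the first kind is named. Where a gene had several probe sets, its value is that of the probe set with the highest mean level, a choice made after the data were seen. Median levels of the arrays lay between 2.462 and 2.485. Each probe set was tested with limma and an intensity-based moderated statistic, as in the methods, and FDR values were adjusted over all 53617 probe sets. The number of arrays limits the precision of every value. Nothing states that the 4 samples came from separate experiments, so the FDR values measure only the spread between these samples, which may be technical.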

Genome-wide changes in gene expression in Caco-2 cells grown under dynamic culture conditions in the gut-on-chip were identified by comparison of gene expression of cells grown under static versus dynamic culture conditions. After 21 days of culturing, total RNA was isolated and gene expression was analyzed using Affymetrix GeneChips.

After data processing, differential gene expression was visualized in a volcano plot (Fig. 3A). The expression of 29,635 genes in Caco-2 cells grown in the gut-on-chip device was compared with that in cells grown under static conditions. 

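Of 53617 probe sets, 2765 were upregulated and 2364 were downregulated in the gut-on-chip at an FDR under 0.01, which is 5129 in total. Counted as genes with 1 probe set each, 1953 were upregulated and 1581 were downregulated among 22395 genes. The larger changes ran more often downward. With an absolute log2FC of at least 1, 640 genes were upregulated and 697 were downregulated, and at least 8-fold changes were found for 19 upregulated and 46 downregulated genes. For 5128 of the 5129 probe sets, every array of the gut-on-chip lay above or below every array of the Transwell inserts. Over all probe sets such a separation was found for 20.2%, where chance gives 2.86%. When the arrays were quantile-normalized again, 2506 probe sets were upregulated and 2533 were downregulated.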

In total, 5927 differentially expressed genes were observed in the gut on chip (3280 upregulated and 2647 downregulated) with a FDR < 0.01 (Fig. 3B). 

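Metallothioneins, which are small metal-binding proteins, led the upregulated genes. MT1G had a level of 8.91 ± 0.31 (SD, n = 4) in the gut-on-chip and 3.27 ± 0.33 (SD, n = 4) in the Transwell inserts (log2FC = 5.63, SE 0.19, FDR = 2.33e-07 from limma), and MT1X had a log2FC of 3.92. Other large increases were found for ANXA1, which encodes annexin A1 (log2FC = 4.29), DHRS2 (4.13), the matrix metalloproteinase gene MMP7 (3.91), the interferon-induced gene IFITM2 (3.54), the cytochrome P450 gene CYP1A1 (3.51), ANKRD1 (3.51) and DDX60 (3.43). The list of the 15 largest increases also held CLC (3.42), the metallothionein pseudogene MT1CP (3.42), the inflammatory caspase gene CASP5 (3.25), ETS1 (3.25) and the uroplakin gene UPK1B (3.18). Among the strongest decreases were C17orf78 (-5.80), the sucrase-isomaltase gene SI (-5.20), the calbindin gene S100G (-5.10), MTTP, which loads lipid onto apolipoprotein B (-4.65), TM4SF20 (-4.48), NRN1 (-4.45), the pseudogene AOC4P (-4.43), the nuclear receptor gene NR1I3 (-4.36), LOC100128988 (-4.33), MS4A10 (-4.16), CEACAM20 (-4.06), the phosphate transporter gene SLC17A4 (-3.99), the aquaporin gene AQP10 (-3.94) and NAALADL1 (-3.87). Each of these genes had an FDR under 0.01. In the gut-on-chip, DHRS2 had a level of 5.47 in replicate 1 and between 8.32 and 8.63 in the others. Without that array the log2FC of DHRS2 was 4.88. IFITM3 had a log2FC of 2.01 (FDR = 0.00129) and IFI27 of 2.55 (FDR = 0.00505), and the FDR of IFI27 was at most 0.0172 with 1 array left out, in each case a Transwell array. Without gut-on-chip replicate 4, the log2FC of IFI27 was 1.96. The levels were 6.79 in gut-on-chip replicate 4 and 4.17 to 4.57 in the other arrays of that group for IFI27, 7.58 in Transwell replicate 2 and 7.44 to 7.46 in the other arrays of that group for NR1I3, and 6.77 in Transwell replicate 2 and 6.94 to 6.95 in the other arrays of that group for LOC100128988.

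**Figure D1:**
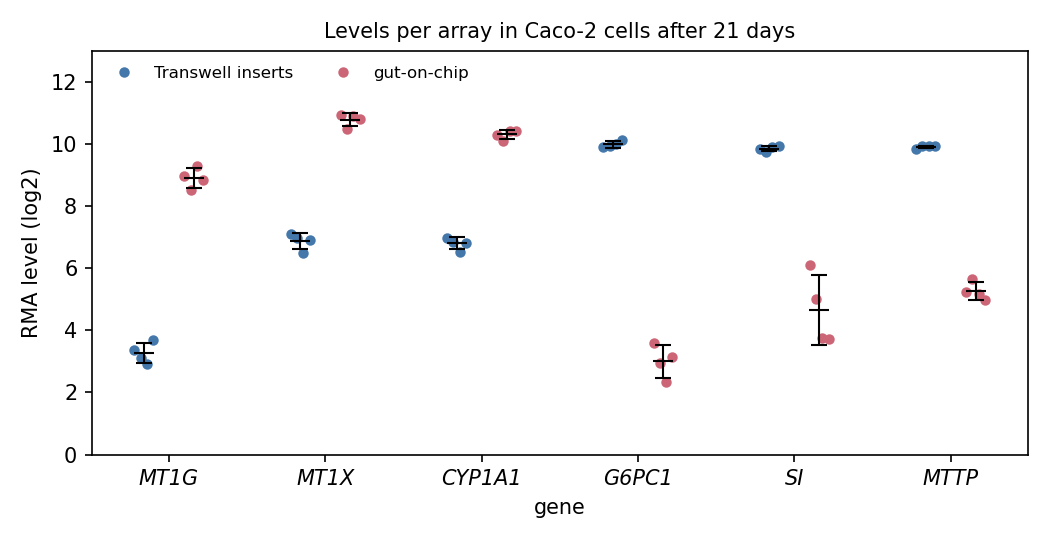
RMA levels (log2) of 6 genes in Caco-2 cells after 21 days, with 1 point per array for the 4 Transwell inserts (blue) and the 4 gut-on-chip samples (red), and bars for the mean and SD. For each gene, the arrays of the gut-on-chip and of the Transwell inserts do not overlap.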

The top 10 most up- and downregulated genes in cells grown in the gut-on-chip device, compared to cells grown in the Transwell inserts, are listed in Table 1. Compared to the Transwell inserts, the most upregulated gene in cells grown in the gut-on-chip device was metallothionein 1H (*MT1H*; log_2_FC = 5.89) coding for metallothionein 1H protein, whereas the gene glucose-6-phosphatase catalytic subunit (*G6PC*; log_2_FC = -6.79) coding for glucose-6-phosphatase catalytic subunit protein was most downregulated.

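MT1H rose from a level of 1.85 ± 0.50 (SD, n = 4) in the Transwell inserts, below the median of the arrays, to 7.44 ± 0.58 (SD, n = 4) in the gut-on-chip (log2FC = 5.58, SE 0.32, FDR = 3.79e-06 from limma). G6PC1, the current symbol of G6PC, encodes the enzyme that releases glucose from glucose-6-phosphate. It had a level of 3.01 ± 0.53 (SD, n = 4) in the gut-on-chip and 9.99 ± 0.10 (SD, n = 4) in the Transwell inserts (log2FC = -6.99, SE 0.22, FDR = 1.93e-07 from limma), and it was the most downregulated of the genes analysed.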

**Figure 3:**
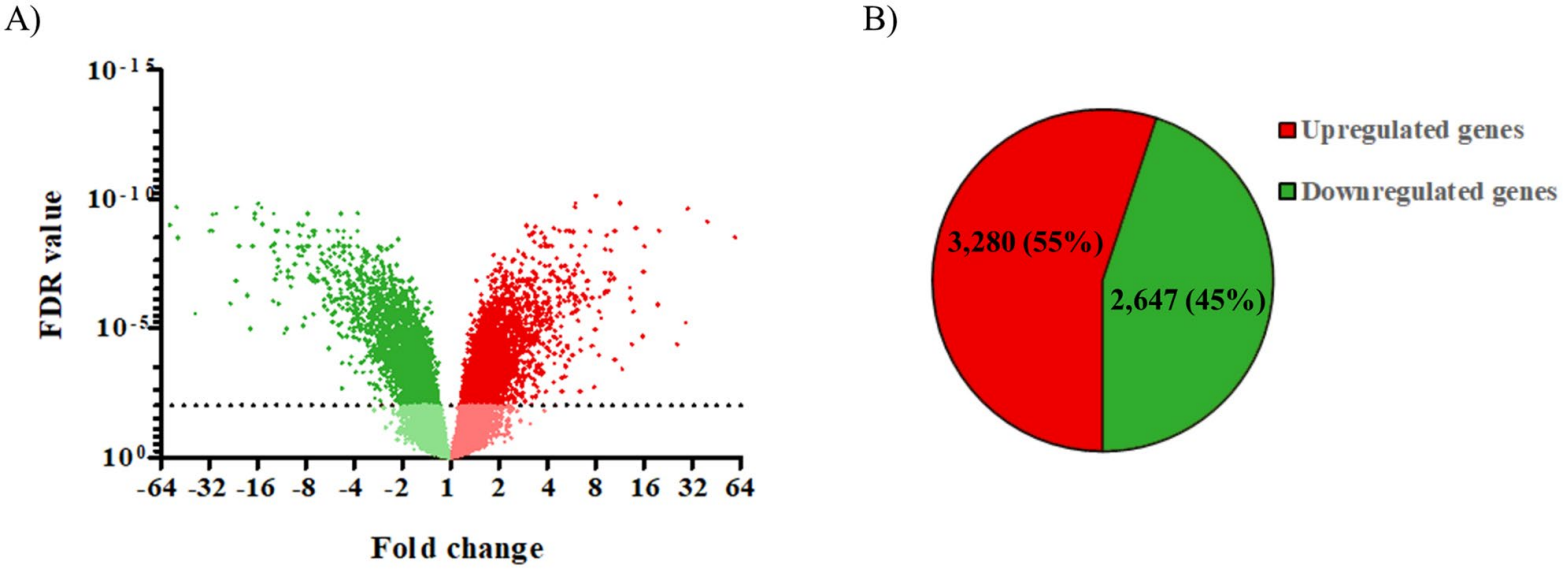
Overview of the differential gene expression in Caco-2 cells grown in a gut-on-chip device versus Transwell inserts after 21 days of culture. (**A**) Volcano plot of all differentially expressed genes where the FDR value of each gene is plotted against the fold change in expression; the dotted line indicates an FDR of 0.01. (**B**) The number and percentages of differentially expressed genes in Caco-2 cells grown in a gut-on-chip device compared to cells grown in Transwell inserts.

**Table 1:** Top 10 most up- and downregulated genes in Caco-2 cells cultured under dynamic conditions compared to static conditions after 21 days of culture.

EntrezID	Gene symbol	Gene full name	Core function in cells^a^	Log_2_ FC	P-value	FDR
**Upregulated genes**						
4496	MT1H	Metallothionein 1H	Mineral absorption, Metal binding	5.89	5.6E−12	3.0E−09
4495	MT1G	Metallothionein 1G	Mineral absorption, Metal binding	5.32	5.0E−13	7.4E−10
301	ANXA1	Annexin A1	Anti-inflammation	4.91	8.0E−14	2.4E−10
54658	UGT1A1	UDP glucuronosyltransferase family 1 member A1	Metabolism	4.87	2.1E−07	6.1E−06
10202	DHRS2	Dehydrogenase/reductase 2	Metabolism	4.68	2.3E−06	4.0E−05
4501	MT1X	Metallothionein 1X	Mineral absorption, Metal binding	4.31	1.9E−12	1.7E−09
10410	IFITM3	Interferon induced transmembrane protein 3	Immune system	4.30	2.5E−08	1.2E−06
9120	SLC16A6	Solute carrier family 16 member 6	Membrane transporter	4.02	1.5E−11	6.7E−09
7348	UPK1B	Uroplakin 1B	Cellular development and growth	3.99	4.3E−10	6.7E−08
3429	IFI27	Interferon alpha inducible protein 27	Immune system	3.98	9.9E−07	2.0E−05
**Downregulated genes**						
2538	G6PC	Glucose-6-phosphatase catalytic subunit	Metabolism	− 6.79	4.7E−13	7.3E−10
229	ALDOB	Aldolase, fructose-bisphosphate B	Metabolism	− 5.81	8.3E−13	1.0E−09
284099	C17orf78	Chromosome 17 open reading frame 78	Unknown	− 5.67	4.3E−14	2.1E−10
56624	ASAH2	N-acylsphingosine amidohydrolase 2	Metabolism, Biosynthesis	− 5.64	6.1E−12	3.1E−09
6476	SI	Sucrase-isomaltase	Metabolism, Digestion	− 5.28	7.4E−08	2.7E−06
795	S100G	S100 calcium binding protein G	Mineral absorption, Membrane transporter	− 4.99	2.2E−12	1.7E−09
1557	CYP2C19	Cytochrome P450 family 2 subfamily C member 19	Metabolism	− 4.94	2.0E−12	1.7E−09
4547	MTTP	Microsomal triglyceride transfer protein	Lipid digestion and absorption	− 4.92	2.2E−13	3.9E−10
79853	TM4SF20	Transmembrane 4 L six family member 20	Cell growth, proliferation and activities	− 4.84	1.7E−13	3.6E−10
	NRN1	Interferon alpha inducible protein 27	Neurite outgrowth	− 4.55	2.1E−08	1.1E−06

^a^References on the gene functions are provided in Supplementary Table S3.

### Overview of gene set enrichment analysis

GSEA was performed to elucidate whether biological processes were potentially affected in cells cultured under dynamic conditions compared to cells cultured under static conditions, based on gene expression data. The studied pathways were derived from the KEGG database. This database is structured into KEGG categories that are subdivided into category subgroups and each category subgroup contains various pathways, each represented by a gene set. As described in the material section we have considered gene sets belonging to 5 categories namely ‘metabolism’, ‘genetic information processing’, ‘environmental information processing’, ‘cellular processes’ and ‘organismal systems’ (BRITE Functional Hierarchy level 1). This resulted in the analysis of 225 gene sets. Of these 225 gene sets, 108 gene sets were differently expressed, of which 52 gene sets were upregulated in Caco-2 cells cultured in the gut-on-chip versus Caco-2 cells cultured in Transwells and 56 gene sets were downregulated in Caco-2 cells grown in the gut-on-chip (p-value < 0.05 and FDR < 0.25). 

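Caco-2 cells in the gut-on-chip had 28 gene lists upregulated and 23 downregulated among 78 lists tested with camera at an adjusted p under 0.05. The lists were written from textbook knowledge before the data were examined, and they are not the KEGG gene sets. Of the lists, 25 follow pathways that the study had selected on these arrays, and 21 of these passed in its direction. Some others hold genes that the study names, so the totals are not independent evidence. Camera took a preset correlation of 0.01 between genes. With a correlation estimated from the arrays, 6 upregulated and 6 downregulated lists passed. The upregulated ones were ribosome biogenesis, the heat shock response, immediate-early genes, metallothioneins, shear-stress genes of endothelial cells and markers of fetal-like epithelium. Those downregulated were enterocyte markers, gluconeogenesis and fructose metabolism, fat digestion, protein digestion, vitamin digestion and the drug metabolism-cytochrome P450 pathway. With preranked GSEA, 26 lists were upregulated and 23 were downregulated. The test was run on 1 probe set per gene, over 22395 genes.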

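Ribosome biogenesis, the assembly of ribosomal subunits in the nucleolus, was upregulated as a list. Of its 74 measured genes, 38 were upregulated, 1 was downregulated and 35 did not pass the test (50 upregulated and 2 downregulated when adjusted over the list alone). RRP12, a factor in maturation of ribosomal RNA, had the largest change (log2FC = 2.20, SE 0.15, FDR = 9.72e-06 from limma), ahead of NOL6 (log2FC = 1.77) and POP5 (1.48). The kinase gene CSNK2A2 was the downregulated member (-0.31), and its FDR of 0.00221 became at most 0.0106 with 1 array left out and 0.0454 with limma without a trend. With replicate number as a block, the FDR of CSNK2A2 was 0.0167. FBL, the gene of the nucleolar methyltransferase fibrillarin, had a log2FC of -0.08 (FDR = 0.594). The median log2FC of the list was 0.57 (adjusted p = 1.57e-16 by camera and adjusted p = 0.0307 with an estimated correlation). This list follows a pathway that the study singled out on the same arrays, so its direction is not independent evidence.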

The most prominently upregulated gene set in Caco-2 cells cultured in the gut-on-chip represented the ‘ribosome biogenesis’ pathway (normalized enrichment score, NES = 2.52) under the KEGG category ‘genetic information processing’ and KEGG category subgroup ‘translation’ (suppl. Table S1). The most prominently downregulated pathway in Caco-2 cells cultured under dynamic conditions represented the ‘protein digestion and absorption’ pathway (NES = − 2.23) under the KEGG category ‘organismal system’ and KEGG category subgroup ‘digestive system’ (suppl. Table S2). 

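The list for protein digestion and absorption holds peptidases and transporters of amino acids and peptides. It also holds other genes, and the collagen genes COL6A1, COL1A1 and COL5A2, KCNN4 and ATP1B1 are among those that passed. Of 59 measured genes, 1 was upregulated, 17 were downregulated and 41 did not pass the test (1 upregulated and 19 downregulated when adjusted over the list alone). XPNPEP2, a membrane aminopeptidase gene, fell from 8.54 ± 0.17 to 4.76 ± 0.26 (SD, n = 4 each, log2FC = -3.77, SE 0.14, FDR = 2.92e-07 from limma). The amino acid transporter genes SLC36A2 (log2FC = -2.65) and SLC7A9 (-2.44) were downregulated too. SLC3A2, which encodes the heavy chain of several amino acid transporters, was upregulated (0.83), while SLC1A5 had a log2FC of 0.42 (FDR = 0.0551, and 0.56 with FDR = 6.82e-04 without gut-on-chip replicate 1). As a list these genes had a median log2FC of -0.16 (adjusted p = 1.81e-05 by camera and adjusted p = 0.0307 with an estimated correlation). The study selected this pathway on the same arrays, and its direction is therefore not independent evidence.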

The gene expression analysis was continued by focusing on up- and downregulated gene sets that represent pathways belonging to crucial small intestinal functions, core signaling and cell survival. Twenty-four gene sets, belonging to the KEGG category subgroups: ‘xenobiotics biodegradation and metabolism’, ‘membrane transport’, ‘cellular transport’, ‘immune system’, ‘signal transduction’, ‘cell growth and death’ and ‘digestive system’ (Table 2), were evaluated. 

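In the lists for the drug metabolism-cytochrome P450 pathway and for digestion, most genes that passed the test were downregulated. None of the first list's downregulated members is a cytochrome P450 gene, whereas its upregulated member, CYP3A5, is. Of 49 measured genes of drug metabolism by cytochrome P450, 1 was upregulated, 11 were downregulated and 37 did not pass the test (3 upregulated and 14 downregulated when adjusted over the list alone, adjusted p = 1.20e-04 by camera and adjusted p = 0.0307 with an estimated correlation). Vitamin digestion and absorption had 24 measured genes, of which 1 was upregulated, 10 were downregulated and 13 did not pass the test (2 upregulated and 11 downregulated when adjusted over the list alone, adjusted p = 1.96e-04 by camera and adjusted p = 0.0342 with an estimated correlation). They include CUBN, the intestinal receptor for vitamin B12 bound to intrinsic factor (log2FC = -3.58), the vitamin C transporter gene SLC23A1 (-2.40) and APOB (-1.52), and the transporter gene ABCC1 was upregulated (0.77). The folate transporter gene SLC46A1 had a log2FC of 0.29 (FDR = 0.105 from limma). For 39 ABC transporter genes, 3 were upregulated, 7 were downregulated and 29 did not pass the test, and the list did not pass (4 upregulated and 8 downregulated when adjusted over the list alone, adjusted p = 0.165 by camera and adjusted p = 0.21 with an estimated correlation). TAP1, which carries peptides for antigen presentation, was upregulated (log2FC = 2.23), and ABCA5 (-1.46) and the cholesterol exporter gene ABCA1 (-0.85) were downregulated, although the FDR of ABCA1 was at most 0.0205 with 1 array left out and 0.0114 with limma without a trend. ABCG2, an efflux transporter gene, had a log2FC of -0.03 (FDR = 0.857 from limma). These lists follow pathways that the study chose on the same arrays, so their directions are not independent evidence.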

Various gene sets in the KEGG category subgroups ‘xenobiotics biodegradation and metabolism’ and ‘digestive system’ were downregulated. Various gene sets in the KEGG category subgroups ‘cellular transport’, ‘immune system’ and ‘cell growth and death’ were upregulated, In the 24 enriched gene sets, there were 575 genes that were contributing most to the enrichment, the so called leading edge genes, which are shown in a heatmap in Fig. 4.

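Among endocytosis genes, the GTPase gene RAB31 had the largest change (log2FC = 2.48, SE 0.13, FDR = 2.04e-06 from limma). Of 72 measured genes, 16 were upregulated, 4 were downregulated and 52 did not pass the test (21 upregulated and 7 downregulated when adjusted over the list alone), with a median log2FC of 0.23 (adjusted p = 4.75e-04 by camera and adjusted p = 0.0927 with an estimated correlation). EHD4 (log2FC = 0.89) and VPS37B (0.83) were upregulated and EPN1 (-0.70) was downregulated, and RAB7A had a log2FC of 0.05 (FDR = 0.589). Cell cycle genes numbered 114, of which 27 were upregulated, 3 were downregulated and 84 did not pass the test (30 upregulated and 5 downregulated when adjusted over the list alone, adjusted p = 1.03e-04 by camera and adjusted p = 0.155 with an estimated correlation). GADD45B, a growth arrest gene, rose by 2.33 on the log2 scale and TGFB2 by 1.85, whereas the separase gene ESPL1 had a log2FC of -1.67. For apoptosis, 85 genes were measured, of which 19 were upregulated, 3 were downregulated and 63 did not pass the test (24 upregulated and 6 downregulated when adjusted over the list alone, adjusted p = 4.75e-04 by camera and adjusted p = 0.0603 with an estimated correlation). PMAIP1, a gene of the BCL2 family that promotes cell death, was upregulated (log2FC = 2.08) and the death ligand gene TNFSF10 was downregulated (-2.74). Necroptosis had 76 measured genes, and 21 were upregulated, 4 were downregulated and 51 did not pass the test (24 upregulated and 8 downregulated when adjusted over the list alone, adjusted p = 0.00871 by camera and adjusted p = 0.0565 with an estimated correlation). CASP1 (log2FC = 1.90) and JAK2 (1.55) were among those upregulated. The FDR of VPS37B was at most 0.021 with 1 array left out, and that of TGFB2 was at most 0.0245 with 1 array left out and 0.012 with limma without a trend. With replicate number as a block, the FDR was 0.0324 for VPS37B and 0.0176 for JAK2. The study selected these pathways on the same arrays, so the counts are not independent evidence of direction.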

**Table 2:** Most enriched gene sets representing pathways associated with intestinal cell function, core signaling and cell survival in Caco-2 cells cultured under dynamic conditions compared to static conditions.

KEGG pathway name	KEGG category	KEGG category subgroup	Size	NES	p-value	FDR
**Upregulated gene sets**						
Endocytosis	Cellular processes	Transport and catabolism	243	1.42	3.4E−03	7.8E−02
NOD-like receptor signaling pathway	Organismal system	Immune system	168	1.93	0.00E+00	5.6E−04
RIG-I-like receptor signaling pathway	Organismal system	Immune system	67	1.60	3.8E−03	2.8E−02
Cytosolic DNA-sensing pathway	Organismal system	Immune system	58	2.01	0.0E+00	1.7E−04
IL-17 signaling pathway	Organismal system	Immune system	93	1.72	3.7E−04	9.5E−03
MAPK signaling pathway	Environmental information processing	Signal transduction	292	1.60	0.0E+00	2.7E−02
TGF-beta signaling pathway	Environmental information processing	Signal transduction	92	1.47	1.3E−02	5.9E−02
Jak-STAT signaling pathway	Environmental information processing	Signal transduction	158	1.41	1.1E−02	8.3E−02
NF-kappa B signaling pathway	Environmental information processing	Signal transduction	97	1.96	0.0E+00	3.5E−04
TNF signaling pathway	Environmental information processing	Signal transduction	110	2.00	0.0E+00	2.2E−04
Cell cycle	Cellular processes	Cell growth and death	124	1.92	0.0E+00	6.5E−04
Apoptosis	Cellular processes	Cell growth and death	133	1.66	1.8E−04	1.6E−02
Necroptosis	Cellular processes	Cell growth and death	128	1.77	0.0E+00	6.2E−03
p53 signaling pathway	Cellular processes	Cell growth and death	72	1.70	1.1E−03	1.1E−02
Cellular senescence	Cellular processes	Cell growth and death	158	1.39	1.4E−02	9.3E−02
**Downregulated gene sets**						
Drug metabolism-cytochrome P450	Metabolism	Xenobiotics biodegradation and metabolism	62	− 2.00	0.0E+00	4.4E−04
Drug metabolism-other enzymes	Metabolism	Xenobiotics biodegradation and metabolism	70	− 1.42	2.5E−02	8.5E−02
ABC transporters	Environmental information processing	Membrane transport	45	− 1.48	2.9E−02	5.8E−02
Carbohydrate digestion and absorption	Organismal system	Digestive system	39	− 2.19	0.0E+00	5.7E−05
Protein digestion and absorption	Organismal system	Digestive system	83	− 2.23	0.0E+00	1.1E−04
Fat digestion and absorption	Organismal system	Digestive system	41	− 2.17	0.0E+00	3.8E−05
Vitamin digestion and absorption	Organismal system	Digestive system	23	− 2.00	0.0E+00	4.8E−04
Phosphatidylinositol signaling pathway	Environmental information processing	Signal transduction	99	− 1.60	2.2E−03	2.9E−02
AMPK signaling pathway	Environmental information processing	Signal transduction	119	− 1.39	2.1E−02	9.9E−02

**Figure 4:**
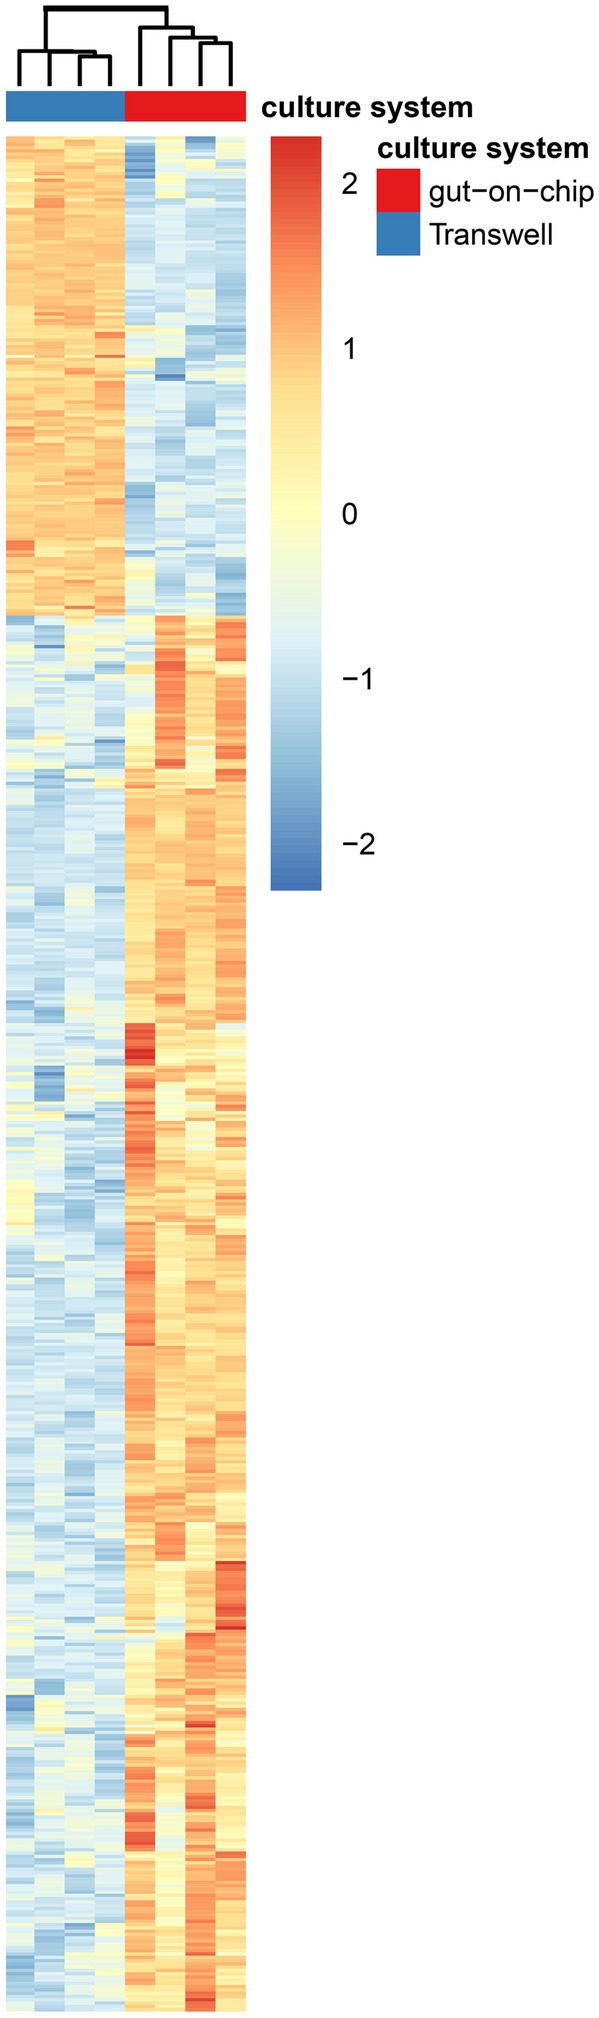
Heatmap showing the leading edge genes (575 genes in total) of 24 enriched gene sets. In the GSEA, gene expression patterns of Caco-2 cells cultured in a gut-on-chip were compared with those of Caco-2 cells cultured in Transwells. Heatmaps of selected genes were made using the R library pheatmap (version 3.6.3, https://cran.r-project.org/web/packages/Pheatmap/index.html)^23^.

### Transcriptomic comparison of Caco-2 cells grown in the gut-on-chips and transwells, and human in vivo data

Next, we compared the gene expression profiles of the Caco-2 cells grown under dynamic and static conditions in vitro, with human intestinal in vivo gene expression profiles. For this, we selected a publicly available gene expression data set from the human proteome atlas that contained data of human intestinal tissues^24^. The gene expression profiles were evaluated by a principal component analysis (PCA). A PCA scatterplot representing the first two principal components based on the transcriptome profiles from 14 human in vivo samples and 4 samples each of the Transwell and the gut-on-chip cell culturing system is shown in Fig. 5. PC1 and PC2 explain 51.32% and 16.88% of the total variation, respectively. Samples from the cells cultured in the gut-on-chip device and in the Transwells clustered together showing the low variation and high robustness in each in vitro data set. This was also observed for the in vivo colon samples, while the small intestinal samples (especially the ilieum samples) clustered somewhat more scattered. 

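Over all 53617 probe sets, the Euclidean distance between arrays lay between 106.2 and 108.9 within the Transwell group, between 106.0 and 120.0 within the gut-on-chip group, and between 144.6 and 151.2 across the groups. The mean distance across groups was 1.36 times that within them, and no other split of the 8 arrays into 4 and 4 exceeded 1.055 (exact permutation test over 35 splits, one-sided p = 0.0286, the smallest that this design allows). Spread within the gut-on-chip was 1.02 times that within the Transwell group. The median SD of a probe set was 0.21 in the gut-on-chip and 0.20 in the Transwell inserts. Among the probe sets with above-median levels, the spread ratio was 1.08, with median SDs of 0.23 and 0.18. Of the total variance, 42.6% lay on a component that parted the culture systems.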

The first component (PC1) indicates that Caco-2 cells cultured in gut-on-chip clusters were more distant from the clusters of jejunum and duodenum samples, and closer to the colon in vivo samples than the Caco-2 cells cultured in the Transwell system. The second component (PC2) indicates that the in vivo data sets located between the two clusters of the in vitro samples (i.e. gut-on-chip and Transwell). In the database of the human proteome atlas, from which we selected the intestinal tissue in vivo data sets, 764 genes have been annotated as intestine specific, 483 (63%) of these genes were expressed in our gene expression data from Caco-2 cells cultured under static or dynamic conditions and data from selected tissue samples from human duodenum, jejunum, ileum and colon^22^ and were hierarchically clustered (Fig. 6). The clustering pattern of the various in vitro and in vivo samples as observed by PCA is confirmed by the hierarchical clustering based on the intestine specific 483 genes.

**Figure 5:**
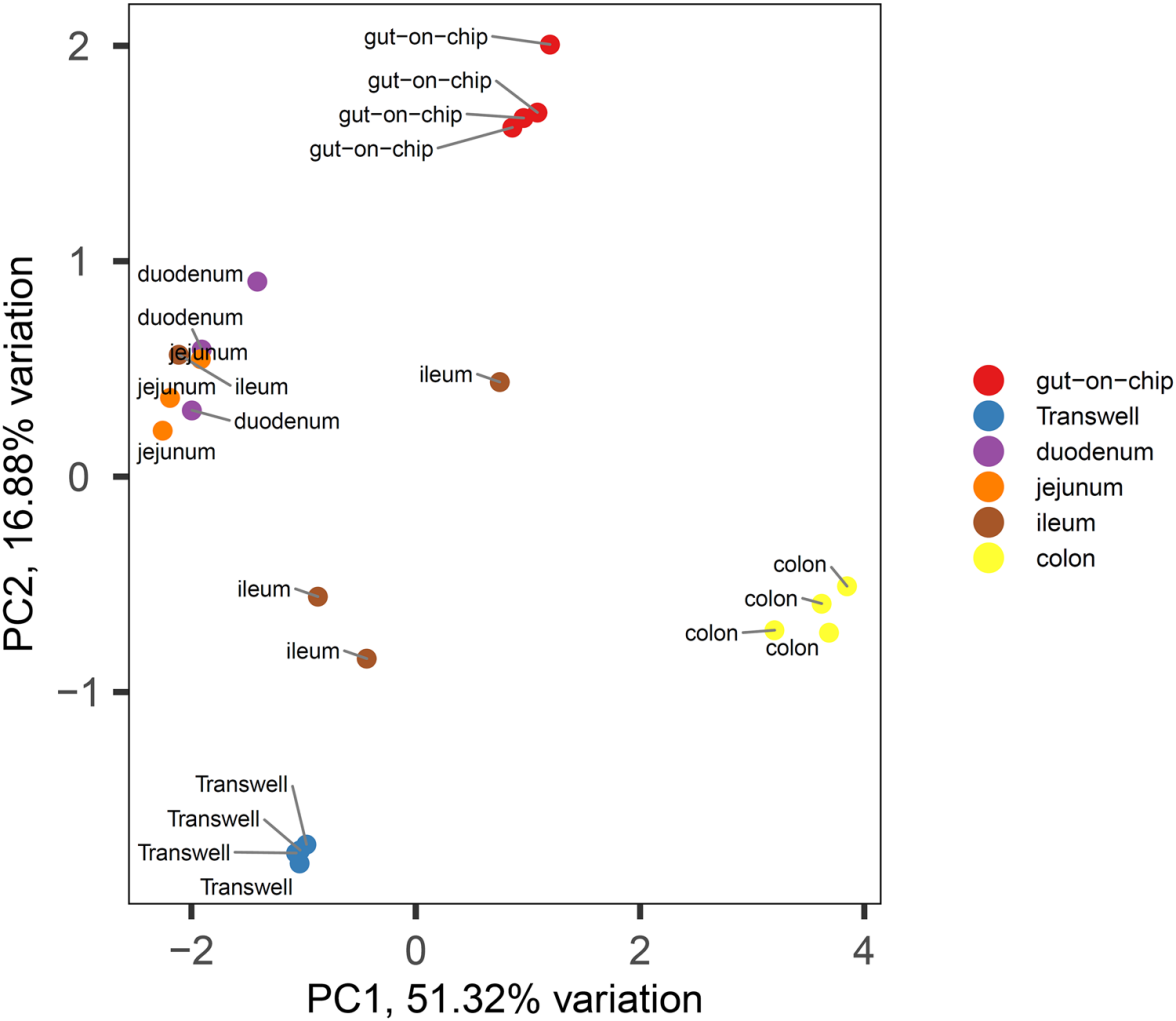
PCA plot of genomic expression data of 483 of human intestine-specific genes^24^ from human duodenum, jejunum, ileum and colon tissues, and Caco-2 cells cultured in a gut-on-chip or Transwell system.

**Figure 6:**
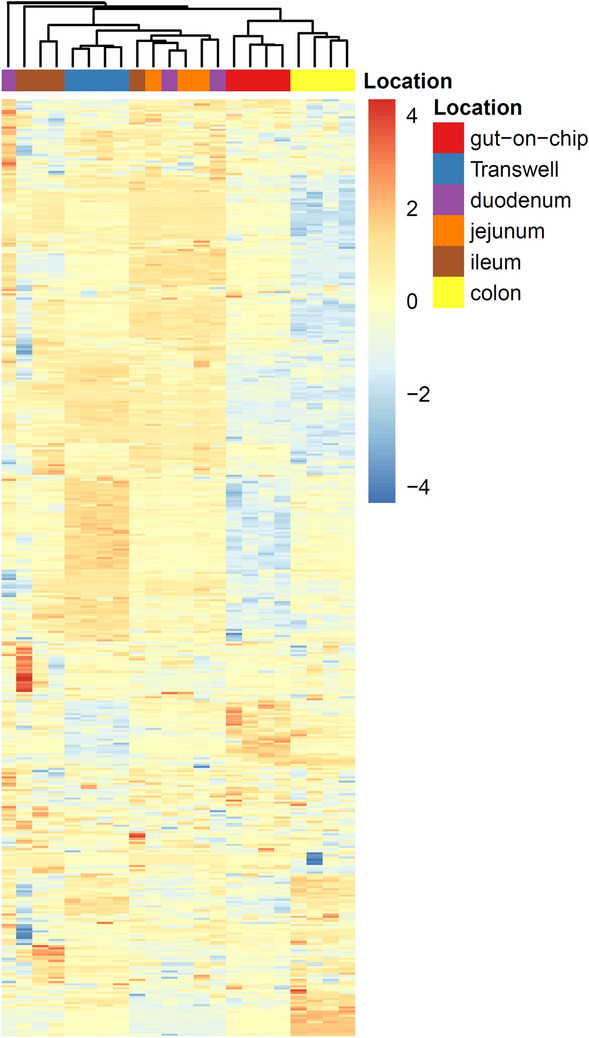
Hierarchical clustering of the expression data of 483 of human intestine-specific genes in Caco-2 cells grown in the gut-on-chip or Transwell and in human intestinal tissue samples. Heatmaps of selected genes were made using the R library pheatmap (version 3.6.3, https://cran.r-project.org/web/packages/Pheatmap/index.html)^23^.

## Discussion

In this study we provide a comprehensive overview on whole genome differential gene expression in Caco-2 cells when cultured under dynamic in vitro culture conditions versus static in vitro culture conditions. In addition, we compared the transcriptome profiles of our in vitro experiments with the transcriptome profiles as observed in human (in vivo) intestinal segments. Monolayers of Caco-2 cells grown in conventional static systems have been widely used to study effects of exposure to chemicals to predict the in vivo human intestinal epithelial responses^25–27^. However, in vivo the epithelial cells of the intestinal wall experience physical forces including strain, fluid shear stress, and villous motility. Shear stresses to cells might be important triggers in the development and maturation of epithelial cells^28^. We here show a differential expression of 5927 genes in Caco-2 cells induced by dynamic culture conditions as compared to static culture conditions. The shear stress of ~ 0.002 dyne/cm^2^ in our model induced comparable changes in gene expression profiles as reported before in a model that exposed Caco-2 cells to an estimated shear stress of ~ 0.02 dyne/cm^2^^19^. No other studies on the effects of shear forces on Caco-2 cells based on transcriptomics data could be found. As reported previously, cells grown under dynamic conditions seemed to be larger compared to cells grown under static conditions^12,13^. The morphology of Caco-2 cells has been shown to be affected by differences in shear forces. Using a microfluidic device with decreasing dimensions, thus increasing shear forces, Delon et al. have studied the consequences of increased shear forces on cell morphology and functionality of 5 day old Caco-2 cells. The authors reported that increasing shear forces resulted in increased cell heights, microvilli formation and mucus production by Caco-2 cells^20^, and corroborate our findings on cell morphology at low shear forces. Interestingly, for two other types of cells the effects of shear forces on gene expression have been studied in detail, namely for human vascular endothelial cells (with fluid shear stresses ranging from 1.5 to 15 dyne/cm^2^;^29,30^) and on murine proximal tubular epithelial cells (with fluid shear stresses ranging from 0 to 1.9 dyne/cm^2^;^31^). These studies revealed clear effects of fluid shear stresses on gene expression profiles in the cells. A comparison of the findings on affected genes and processes in these studies with our results will be discussed further below.

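Genes of metal handling moved in both directions in the gut-on-chip. Of 6 zinc-responsive genes other than metallothioneins, 2 were upregulated, 1 was downregulated and 3 did not pass the test (3 upregulated and 1 downregulated when adjusted over the list alone), and the list did not pass (adjusted p = 0.393 by camera and adjusted p = 0.435 with an estimated correlation). The zinc transporter gene SLC30A2 rose (log2FC = 1.76, SE 0.19, FDR = 1.57e-04 from limma) and so did MTF1, which encodes the transcription factor that senses zinc (log2FC = 0.52). SLC30A10, a manganese transporter gene, was downregulated (log2FC = -1.38). Members of this list were not sorted by whether zinc raises or lowers them, so the list test does not decide about zinc. The main zinc exporter gene SLC30A1 had a log2FC of -0.13 (FDR = 0.211), SLC39A6 of 0.57 (FDR = 0.012, and 0.66 with FDR = 0.00396 without gut-on-chip replicate 1) and SLC39A10 of 0.11 (FDR = 0.693). Of 12 genes of iron handling, 1 was upregulated, 6 were downregulated and 5 did not pass the test (1 upregulated and 6 downregulated when adjusted over the list alone, adjusted p = 0.00241 by camera and adjusted p = 0.0927 with an estimated correlation). The iron importer gene SLC11A2 (log2FC = -2.28), the transferrin gene TF (-1.76) and the ferroxidase gene HEPH (-1.14) were downregulated, and the ferritin gene FTL was upregulated (0.48). The level of HEPH was 9.85 in Transwell replicate 2 and 9.98 to 10.00 in the other arrays of that group. ACO1, an iron-sensing protein gene, had a log2FC of -0.18 (FDR = 0.185). The FDR of MTF1 was at most 0.0157 with 1 array left out and 0.0126 with limma without a trend. With replicate number as a block, it was 0.0197.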

At the individual gene level, fluid flow applied to Caco-2 cells resulted in the upregulation of several genes related to mineral absorption/metal binding. Highly upregulated genes were the metallothionein genes (i.e. MT1H, MT1G, MT1X) that provide protection against metal toxicity^32^ and oxidative stress^33^. 

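Of 10 measured metallothionein genes, 7 were upregulated, none was downregulated and 3 did not pass the test (8 upregulated and none downregulated when adjusted over the list alone), and the list had a median log2FC of 1.83 (adjusted p = 2.83e-07 by camera and adjusted p = 0.0371 with an estimated correlation). Besides the 3 genes that the study names, MT2A (log2FC = 3.00, SE 0.28, FDR = 6.69e-05 from limma), MT1M (log2FC = 2.23), MT1E (1.43) and MT1B (1.07) were upregulated. MT1F, the brightest member in the Transwell inserts at 8.45 ± 0.18 (SD, n = 4), had a log2FC of 0.67 (FDR = 0.0166), and the values were 0.36 for MT4 and 0.19 for MT3, whose level was 2.43 in gut-on-chip replicate 2 and 2.22 to 2.23 in the other arrays of that group. The FDR of MT1E was at most 0.0258 with 1 array left out, 0.0109 with limma without a trend and 0.0101 after quantile normalization again. For MT1B the FDR was at most 0.0149 with 1 array left out. With replicate number as a block, the FDR was 0.0288 for MT1E and 0.0244 for MT1B, whereas MT1F passed (FDR = 0.00419). Without the genes that the study names, the list still passed (adjusted p = 0.0013 by camera). Metallothionein sequences are close to each other, and their probe sets may read more than 1 transcript.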

Interestingly, the modulation of metallothionein genes has been observed in endothelial cells in vitro upon physical stress^30,34^.

The KEGG category ‘xenobiotics biodegration and metabolism’ was down regulated under dynamic conditions. 

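Gluconeogenesis and fructose metabolism was downregulated, with a median log2FC of -1.46. Of its 12 measured genes, none was upregulated, 9 were downregulated and 3 did not pass the test (1 upregulated and 9 downregulated when adjusted over the list alone, adjusted p = 9.81e-08 by camera and adjusted p = 0.0307 with an estimated correlation). The fructose transporter gene SLC2A5 (log2FC = -3.53, SE 0.16, FDR = 1.24e-06 from limma) and the fructose-bisphosphatase gene FBP1 (log2FC = -3.13) were downregulated beside the glucose-6-phosphatase gene, and G6PC3, a paralog of the latter, had a log2FC of 0.43 (FDR = 0.0214, and 0.51 with FDR = 0.00571 without gut-on-chip replicate 1). ASAH2, the gene of neutral ceramidase, had a level of 2.92 ± 0.47 (SD, n = 4) in the gut-on-chip and 6.10 ± 0.49 (SD, n = 4) in the Transwell inserts (log2FC = -3.18, SE 0.29, FDR = 5.50e-05 from limma). In the gut-on-chip, its level was 2.22 in replicate 3 and between 3.10 and 3.25 in the other arrays.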

Various individual genes related to cellular metabolism (i.e. *G6PC, ALDOB, ASAH2*) were downregulated under dynamic conditions. Exceptions, however, were genes coding for *UGT1A1* and *CYP1A1* that were extremely upregulated in Caco-2 cells cultured under dynamic conditions (top 20 most upregulated genes). 

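CYP1A1, which oxidises aromatic hydrocarbons, had a level of 10.31 ± 0.16 (SD, n = 4) in the gut-on-chip and 6.80 ± 0.19 (SD, n = 4) in the Transwell inserts (log2FC = 3.51, SE 0.11, FDR = 1.93e-07 from limma). No gene of the UGT1A family had a probe set of its own. The probe set shared by 9 genes of that family had a level of 4.53 ± 0.39 (SD, n = 4) in the gut-on-chip and 3.00 ± 0.07 (SD, n = 4) in the Transwell inserts (log2FC = 1.52, SE 0.20, FDR = 0.000637 from limma), and it cannot be assigned to any of them.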

The latter genes relate to isoforms of enzymes that are important in drug and xenobiotic metabolism in the small intestine. *UGT1A1* catalyzes glucuronic acid conjugation to a nucleophilic substrate^35,36^ and *CYP1A1* is involved in the modification of aromatic hydrocarbons. Gene expression of *UGT1A1* and *CYP1A1* is regulated by the aryl hydrocarbon receptor (AhR)^37,38^. 

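The gene of the aryl hydrocarbon receptor, AHR, rose in the gut-on-chip to 9.91 ± 0.15 from 8.84 ± 0.09 (SD, n = 4 each, log2FC = 1.07, SE 0.09, FDR = 2.47e-05 from limma). PTGS2, which encodes cyclooxygenase 2, had a log2FC of 2.49 (FDR = 7.57e-05), CYP1B1 of 1.91 (FDR = 0.00264) and TIPARP of 0.87 (FDR = 0.00146). Of 12 measured target genes of the receptor, 8 were upregulated, none was downregulated and 4 did not pass the test (9 upregulated and 1 downregulated when adjusted over the list alone, adjusted p = 3.97e-05 by camera and adjusted p = 0.0689 with an estimated correlation). AHR itself is on this list and counts among the 8 upregulated genes. SLC7A5, an amino acid transporter gene on this list, had a log2FC of 0.67 (FDR = 0.0126, and 0.83 with FDR = 3.42e-04 without gut-on-chip replicate 1). Without the genes that the study names, the list did not pass (adjusted p = 0.077 by camera), and the FDR of CYP1B1 was at most 0.0103 with 1 array left out. The FDR of TIPARP was 0.0116 with replicate number as a block.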

The AhR gene and AhR dependent genes (i.e. *CYP1B1, TIPARP, PTGS2*) were also upregulated under dynamic culturing conditions. The upregulated expression of this functional group of AhR regulated genes has also been observed in human endothelial cells exposed to shear stress^39–41^.

We next set off to analyze if the differential gene expression also affected biological pathways using GSEA. The most relevant affected pathways for intestinal functions and core signaling pathways were listed in Table 2. It is of interest that gene sets involved in inflammatory pathways (i.e. IL-17 signaling pathway, cytosolic DNA-sensing pathway) were upregulated in Caco-2 cells that were cultured in the gut-on-chip. This included the upregulation of genes for the NOD-like receptor, RIG-I receptor signaling pathways that are involved in the innate immune responses^42,43^. This indicates that fluid shear stresses might modulate the defense mechanism of intestinal epithelial cells by stimulating the innate immune response. 

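Genes of IL-17 signaling and of cytosolic DNA sensing were upregulated more often than downregulated. Of 57 measured genes of IL-17 signaling, 18 were upregulated, 4 were downregulated and 35 did not pass the test (20 upregulated and 4 downregulated when adjusted over the list alone, adjusted p = 0.0104 by camera and adjusted p = 0.101 with an estimated correlation). The chemokine gene CXCL10 (log2FC = 2.45, SE 0.34, FDR = 7.80e-04 from limma) and the calgranulin gene S100A9 (log2FC = 2.35) were upregulated and the receptor gene IL17RE was downregulated (-1.14), while MAP3K7 had a log2FC of -0.25 (FDR = 0.0771). Cytosolic DNA sensing had 41 measured genes, of which 12 were upregulated, none was downregulated and 29 did not pass the test (17 upregulated and none downregulated when adjusted over the list alone, adjusted p = 2.11e-05 by camera and adjusted p = 0.0731 with an estimated correlation). The chemokine gene CCL5 rose by 2.15 on the log2 scale, with an FDR of 0.00469 that reached 0.0154 with 1 array left out, and ADAR had a log2FC of 0.31 (FDR = 0.0215). Both lists follow pathways selected by the study on these arrays, and their direction is not independent evidence.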

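Of 61 measured genes of NOD-like receptor signaling, 18 were upregulated, 1 was downregulated and 42 did not pass the test (21 upregulated and 2 downregulated when adjusted over the list alone, adjusted p = 0.00244 by camera and adjusted p = 0.173 with an estimated correlation). CASP5 was the most changed, OAS2, an antiviral enzyme gene, had a log2FC of 2.48 (FDR = 0.00586, at most 0.0196 with 1 array left out and 0.0105 with limma without a trend) and TAB2 was downregulated (log2FC = -0.63). For RIG-I-like receptor signaling, 38 genes were measured, of which 10 were upregulated, none was downregulated and 28 did not pass the test (12 upregulated and none downregulated when adjusted over the list alone, adjusted p = 1.19e-04 by camera and adjusted p = 0.0927 with an estimated correlation). ISG15, an interferon-induced modifier gene (log2FC = 2.04), and the deubiquitinase gene CYLD (1.32) were upregulated, and DDX3X had a log2FC of -0.09 (FDR = 0.479 from limma). The study chose both pathways on these arrays, so they are not independent evidence of direction. Of 44 interferon-stimulated genes, 21 were upregulated, none was downregulated and 23 did not pass the test (29 upregulated and none downregulated when adjusted over the list alone), with a median log2FC of 1.15 (adjusted p = 1.48e-12 by camera and adjusted p = 0.175 with an estimated correlation). IFIT2 was among them (log2FC = 3.17, SE 0.32, FDR = 1.10e-04 from limma), and LGALS3BP had a log2FC of -0.02 (FDR = 0.925). The mean of this list stood 0.71, 1.37, 1.50 and 2.08 above the Transwell mean in the 4 gut-on-chip arrays. From the upregulation of inflammatory gene sets, with NOD-like and RIG-I-like receptor signaling among them, the paper proposes that fluid shear stress might modulate the defense of intestinal epithelial cells by stimulating the innate immune response.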

Miravete et al. observed that human proximal tubular cells (HK-2) exposed to a shear stress of 0.1 dyne/cm^2^ activated the differentiation of monocytes into macrophages by secretion of TNF-alpha^44^, which also are elements of the innate immune system.

Various signaling pathways (e.g. MAPK, TGF-beta, Jak-STAT, NF kappa B, TNF, p53) belonging to the ‘signal transduction’ and ‘cell growth and death’ KEGG category subgroups were upregulated in Caco-2 cells grown under dynamic conditions. These pathways have important regulatory roles in a wide variety of cellular processes including cell proliferation, differentiation, apoptosis and stress responses in mammalian cells^45–49^. 

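Signaling lists held upregulated and downregulated members. Of 91 measured genes of MAPK signaling, 26 were upregulated, 12 were downregulated and 53 did not pass the test (32 upregulated and 13 downregulated when adjusted over the list alone, adjusted p = 0.00671 by camera and adjusted p = 0.0905 with an estimated correlation). HSPB1, a small heat shock protein gene, had the largest increase (log2FC = 2.59, SE 0.09, FDR = 2.18e-07 from limma), the kinase gene MAP2K6 was downregulated (log2FC = -2.03), and the receptor gene MET had a log2FC of -0.03 (FDR = 0.87). For TGF-beta signaling, 55 genes were measured, and 12 were upregulated, 1 was downregulated and 42 did not pass the test (14 upregulated and 2 downregulated when adjusted over the list alone, adjusted p = 0.0322 by camera and adjusted p = 0.156 with an estimated correlation). INHBB (log2FC = 2.21) and GDF15 (2.17), both ligands of the family, were upregulated and ID2 was downregulated (-0.98), while RHOA had a log2FC of 0.03 (FDR = 0.776). Jak-STAT signaling did not pass (20 upregulated and 10 downregulated when adjusted over the list alone, adjusted p = 0.0897 by camera and adjusted p = 0.111 with an estimated correlation), and of its 66 genes, 14 were upregulated, 9 were downregulated and 43 did not pass the test. The prolactin receptor gene PRLR (log2FC = -2.67) and the growth hormone receptor gene GHR (-2.57) were downregulated, IL20RB was upregulated (1.98), and IL2RG had a log2FC of 0.19 (FDR = 0.073). NF-kappa B signaling comprised 67 measured genes, of which 17 were upregulated, 1 was downregulated and 49 did not pass the test (20 upregulated and 1 downregulated when adjusted over the list alone, adjusted p = 1.03e-04 by camera and adjusted p = 0.141 with an estimated correlation). The urokinase gene PLAU was upregulated (log2FC = 1.95). In TNF signaling, of 77 genes, 24 were upregulated, 4 were downregulated and 49 did not pass the test (28 upregulated and 5 downregulated when adjusted over the list alone, adjusted p = 1.19e-04 by camera and adjusted p = 0.0909 with an estimated correlation), and ITCH had a log2FC of 0.11 (FDR = 0.397). Of 65 genes of p53 signaling, 13 were upregulated, 4 were downregulated and 48 did not pass the test (13 upregulated and 5 downregulated when adjusted over the list alone, adjusted p = 0.0123 by camera and adjusted p = 0.0927 with an estimated correlation). SESN3 was downregulated (log2FC = -1.64) and GADD45A had a log2FC of 0.61 (FDR = 0.031), at 8.99 in gut-on-chip replicate 1 and 8.19 to 8.31 in the other arrays of that group. When probe sets with levels below the median were left out, the adjusted p was 0.0506 for MAPK, 0.0974 for TGF-beta and 0.0543 for p53 signaling, and TGF-beta signaling had an adjusted p of 0.0545 after quantile normalization again. All of these lists follow pathways that the study chose on the same arrays, which makes none of them independent evidence of direction.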

While the effects of shear stresses on signaling processes in intestinal cells is poorly studied, much more is known from endothelial cells and these findings corroborate the results observed in the present study. In endothelial cells, shear stress-induced IL-8 gene expression (4.2 dyne/cm^2^) regulated by MAPK signaling^50^. TGF-beta signaling is also described to be induced in endothelial cells by shear stress of 10 dyne/cm^2^^51^. NF kappa B signaling, stimulating pro-inflammatory cytokine and chemokine release, was activated by a shear stress of 15 dyne/cm^2^ in endothelial cells^52^.

Compound metabolism pathways, drug metabolism-cytochrome P450 and other enzymes, belonging to the ‘xenobiotics biodegradation and metabolism’ KEGG category subgroup were downregulated in Caco-2 cells exposed to shear stress, as was also observed at the individual gene expression level with the exception of *UGT1A1* and *CYP1A1*(AhR dependent genes). 

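FMO5, a flavin-containing monooxygenase gene (log2FC = -3.55, SE 0.14, FDR = 4.81e-07 from limma), GSTA1, a glutathione transferase gene (log2FC = -3.49), and the monoamine oxidase gene MAOB (-3.43) had the largest decreases among the cytochrome P450 list. CYP3A5 was its upregulated member, at 7.39 ± 0.14 (SD, n = 4) in the gut-on-chip and 4.77 ± 0.08 (SD, n = 4) in the Transwell inserts (log2FC = 2.62, SE 0.10, FDR = 3.81e-07 from limma). GSTP1 had a log2FC of 0.24 (FDR = 0.0196). CYP3A4 had a level of 1.14 in the Transwell inserts, below the median of the arrays, and a log2FC of 0.07 (FDR = 0.811, 95% interval from -0.22 to 0.36). Of 51 measured genes of other drug-metabolizing enzymes, 3 were upregulated, 11 were downregulated and 37 did not pass the test, and the list did not pass (6 upregulated and 13 downregulated when adjusted over the list alone, adjusted p = 0.116 by camera and adjusted p = 0.141 with an estimated correlation). The glucuronosyltransferase gene UGT2A3 was downregulated (log2FC = -1.73) and the uridine phosphorylase gene UPP1 was upregulated (2.21). With preranked GSEA the adjusted p of this list was 0.0203. Both lists follow pathways that the study selected on these arrays, so they are not independent evidence of direction.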

Studies with a different subclone of Caco-2 cells (i.e. Caco-2BBE) cultured under a shear stress of 0.02 dyne/cm^2^^11^, or under a range of shear stresses (ranging from 0.002 to 0.03 dyne/cm^2^^20^ showed a shear stress dependent increase in activity of the drug metabolizing cytochrome CYP3A4 enzyme compared to cells cultured under static conditions^11,20^. 

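Cholesterol biosynthesis was downregulated as a list. Of its 19 measured genes, none was upregulated, 9 were downregulated and 10 did not pass the test (none upregulated and 10 downregulated when adjusted over the list alone, adjusted p = 1.64e-06 by camera and adjusted p = 0.141 with an estimated correlation). Lanosterol synthase, LSS, had the largest decrease (log2FC = -1.36, SE 0.11, FDR = 3.13e-05 from limma), followed by ACAT2 (log2FC = -1.05) and the sterol carrier gene STARD4 (-0.80), and MSMO1 had a log2FC of -0.14 (FDR = 0.45). Of 22 genes of fatty acid oxidation and ketogenesis, 3 were upregulated, 8 were downregulated and 11 did not pass the test (3 upregulated and 11 downregulated when adjusted over the list alone, adjusted p = 0.00202 by camera and adjusted p = 0.0909 with an estimated correlation). The largest changes on this list were increases, of PDK4, which restrains entry of pyruvate into the citrate cycle (log2FC = 1.45), and of CPT1A, which brings fatty acids into mitochondria (1.27). HADH, an enzyme of beta-oxidation, was downregulated (-1.02), and ACSL5 had a log2FC of -0.11 (FDR = 0.589), at 10.05 in Transwell replicate 1 and 10.16 to 10.17 in the other arrays of that group. Amino acid catabolism and the urea cycle had 25 measured genes, of which none was upregulated, 8 were downregulated and 17 did not pass the test (2 upregulated and 9 downregulated when adjusted over the list alone, adjusted p = 0.00871 by camera and adjusted p = 0.0715 with an estimated correlation). CPS1, the entry enzyme of the urea cycle (log2FC = -3.19), CBS (-2.01) and the arginase gene ARG1 (-1.79) were downregulated, and GOT2 had a log2FC of 0.22 (FDR = 0.0476 from limma).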

In our results, the pathways associated to general cellular metabolism were also downregulated (suppl. Table S2). This is in line with a study in renal epithelial cells where a downregulation of gene expression at several levels for cellular homeostasis, including fatty acid, amino acid and cholesterol metabolism, was observed after exposure to a shear stress of 1.9 dyne/cm^2^^31^. Nutrient digestion and absorption by epithelial cells might also be affected by fluid flow exposure as indicated by the downregulation of gene sets associated with those processes (i.e. gene sets for the protein, carbohydrate and fat digestion and absorption pathways belonging to the ‘digestive system’ KEGG category subgroup). This has also been observed in endothelial cells, in which shear stresses (20 dyne/cm^2^) reduced the expression of genes involved in glucose absorption^53^.

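Of 31 measured genes of carbohydrate digestion and absorption, 2 were upregulated, 11 were downregulated and 18 did not pass the test (3 upregulated and 12 downregulated when adjusted over the list alone, adjusted p = 7.91e-04 by camera and adjusted p = 0.0608 with an estimated correlation). The sucrase-isomaltase gene SI had a level of 4.66 ± 1.14 (SD, n = 4) in the gut-on-chip and 9.86 ± 0.09 (SD, n = 4) in the Transwell inserts (log2FC = -5.20, SE 0.45, FDR = 3.95e-05 from limma). HK1, a hexokinase gene, was upregulated (log2FC = 1.23), and ATP1B3 had a log2FC of 0.09 (FDR = 0.616). For fat digestion and absorption, 37 genes were measured, and none was upregulated, 16 were downregulated and 21 did not pass the test (1 upregulated and 18 downregulated when adjusted over the list alone, adjusted p = 1.02e-06 by camera and adjusted p = 0.0342 with an estimated correlation). MTTP fell from 9.91 ± 0.04 to 5.27 ± 0.29 (SD, n = 4 each), the fatty acid-binding protein gene FABP2 had a log2FC of -3.34 and SOAT2, which esterifies cholesterol, of -1.91. The study selected these pathways on the same arrays, so their direction is not independent evidence. Of 42 markers of small-intestinal enterocytes, 1 was upregulated, 26 were downregulated and 15 did not pass the test (1 upregulated and 28 downregulated when adjusted over the list alone), with a median log2FC of -1.25 (adjusted p = 2.30e-18 by camera and adjusted p = 0.0307 with an estimated correlation). ADA was the upregulated marker (log2FC = 0.67). Its FDR was 0.0157 with replicate number as a block. SI, MTTP and FABP2 are among the downregulated markers and also on these digestion lists, so the marker list is not independent evidence of direction either. Brush border and microvillus genes numbered 25, of which 4 were upregulated, 11 were downregulated and 10 did not pass the test (5 upregulated and 14 downregulated when adjusted over the list alone, adjusted p = 1.96e-04 by camera and adjusted p = 0.0715 with an estimated correlation). The protocadherin genes CDHR5 (log2FC = -1.51) and CDHR2 (-1.33), which link microvilli, and BAIAP2L2 (-1.60) were downregulated, the bundling protein gene FSCN1 was upregulated (1.26), and EPS8 had a log2FC of -0.06 (FDR = 0.714). The level of CDHR5 was 10.76 in Transwell replicate 1 and 10.86 to 10.87 in the other arrays of that group.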

Lastly, we compared the gene expression patterns of both our in vitro models with those of samples taken from different intestinal segments as reported in literature^22^. In a PCA analysis of all data samples from our in vitro models cluster together in two separate groups that both are different from the in vivo gene expression clusters. The PCA clustering revealed that the gene expression profiles of Caco-2 cells cultured under both culture conditions more closely recapitulated small intestine gene expression than the colonic gene expression. However, the profiles of the Caco-2 cells grown under shear stress were clustered more towards the colonic samples than the Caco-2 cells grown under static conditions (Fig. 5). Interestingly, the duodenal and jejunum samples clustered together, while the gene expression of the ileum samples (from the same donors) seemed to be much more variable. To the authors knowledge, there is only one other study reporting on the transcriptomes of Caco-2 cells cultured in gut-on-chip and Transwell devices compared with in vivo data^19^. However, with the very limited number of samples (n = 2) the authors included it is quite challenging to draw the strong conclusion from this study.

In conclusion, our study provides a comprehensive profile of altered gene expression in Caco-2 cells under flow culturing conditions versus culturing under static conditions. The responses were mainly related to cellular homeostasis, immunological responses, cell growth and dead, as well as signal transduction. While general cellular metabolism and absorption pathways were repressed, specific genes in xenobiotic biotransformation pathways were induced upon exposure to fluid flow. Interestingly, comparable responses have been noted in endothelial and renal tubular epithelial cells that were also exposed to shear stress. Our unbiased comparison with global gene expression in samples from intestinal segments did not reveal a striking similarity with any of these segments. The results obtained do not apparently favor one of the two in vitro models and it can be concluded that both model systems can be equally well used to study human intestinal epithelial responses, thus selection may depend on the endpoint of interest. For instance, to derive uptake rates for pharmacokinetic modelling the robust and routinely used Transwell models might be the preferred approach^54^, while to emulate complex interactions in the intestine organ-on-chip models might be the preferred model^55–57^. It should be kept in mind that some specific gene functions are differently modulated in each model. This information may be used to further advance the applicability of flow conditions in in vitro cells systems for use as alternatives for animal models.

## Materials and methods

### Chemicals and reagents

Dulbecco’s Modified Eagle Medium (DMEM), Hank’s balanced salt solution (HBSS), penicillin/streptomycin and Bovine serum albumin (BSA) were purchased from Sigma-Aldrich (Zwijndrecht, The Netherlands). Fetal bovine serum (heat inactivated) (FBS), MEM-Non-essential amino acids Phosphate Buffered Saline (PBS) were obtained from Fisher Scientific (Landsmeer, The Netherlands).

### Design of the gut-on-chip system

The microfluidic gut-on-chip device has been developed and described previously^12,13^. Briefly, the chip consists of three 15 × 45 mm (width x length) re-sealable glass slides that result in two flow chambers (i.e. an upper apical (AP) and lower basolateral (BL) chamber) upon assembly (see Fig. 1A; Micronit, Enschede, The Netherlands). Both the upper and lower glass slides were spaced from the middle layer membrane by a 0.25 mm thick silicone gasket. The flow chambers were separated by a glass slide containing a polyester (PET) porous cell culture membrane with a 0.4 µm pore size and a cell culture area of ~ 1.6 cm^2^. The volume of the AP chamber is 75 mm^3^ with a chamber height of 0.25 mm (membrane to top layer) and the BL chamber is 110 mm^3^ with a chamber height of 0.65 mm (bottom layer to membrane), resulting in a total volume of 185 mm^3^ (µL) of the device (Fig. 1B). The chip was placed in a chip holder with a quick locking mechanism, constructed for connection of external capillaries to the chip via specific ferrules to ensure tight connections and a leak-free system.

The constant flow was introduced to the chip using a microsyringe pump (NE-4000, New Era Pump Systems, Inc.) equipped with two polypropylene syringes (30 mL, Luer-locktm, Becton, Dickinson and company), with each syringe connected to either the AP or the BL compartment using Ethylene Propylene (FEP) tubing (0.50 mm inner diameter, with a length of 25 cm and 10 cm for the inlet and outlet, respectively). Before the start of each experiment, all tubing and chips were sterilized using an autoclave and rinsed with 70% ethanol. Tubing and chips were prefilled with medium to eliminate air bubbles in the system. The entire system was put in an incubator at 37 °C to maintain cell culture conditions.

### Cell culture

The cell culture was performed using a protocol described previously in our studies^12,13^. A Caco-2 cell line (HTB-37), derived from a human colorectal adenocarcinoma (ATCC, Manassas, VA, USA), were grown (at passage number 29–45) in DMEM supplemented with 1% penicillin/streptomycin, 1% MEM non-essential amino acid and 10% FBS, further indicated as DMEM^+^.

The cells, in the microfluidic chip, were seeded at a density of 75,000 cell per cm^2^ in the devices and were allowed to attach to the membrane for 24 h, without the fluid flow. The membrane was then inserted in the microfluidic chip and cells were exposed to a continuous flow of 100 µL/h DMEM^+^ until day 21 of culturing (Fig. 1C). By doing so, the shear stress in the AP compartment was ~ 0.002 dyne/cm^2^ at the cell membrane area where the cells were grown. In vivo shear stress in the gut is reported to range between ~ 0.002 and 12.0 dyne/cm^2^^10,58,59^. The DMEM^+^ medium contained sodium bicarbonate (10 mM) to optimize the pH buffering capacity.

In Transwell, the cells were seeded at the same density as in the microfluidic chip (~ 75,000 cells per cm^2^) on 12-well Transwell PET inserts with pore size of 0.4 µm and surface area of 1.12 cm^2^ (Corning Amsterdam, The Netherlands) and cultured in DMEM^+^ for 21 days. The medium was replaced every two to three days.

### Fluorescent imaging of epithelial cell morphology

Morphological assessment of the Caco-2 cell monolayers, grown in the gut-on-chip or Transwell for 21 days, was performed as described previously in our studies^12,13^. In short, the cells were fixed with 4% formaldehyde for 10 min and rinsed with PBS at room temperature. Cells were then permeabilized with 0.25% Triton X100 in PBS for 10 min and blocked with 1% acetylated bovine serum albumin in PBS for 30 min. Conjugated antibody ZO-1/TJP1-Alexa Fluor 594 (Invitrogen, Waltham, MA) at 10 µg/mL was used to stain tight junctions. The nuclei were stained with 5 µg/mL DAPI (Invitrogen, Waltham, MA) and 4 U/mL Phalloidin Alexa Fluor 488 (Life technologies, Carlsbad, CA) was used to stain actin filaments (i.e. cytoskeleton). All stainings were incubated for 30 min. The membrane was then placed between two cover slips separated by a spacer (0.12 mm depth × 20 mm diameter) and a drop of anti-fading mounting medium was applied on the cells. The same staining procedure was used for the cells cultured on Transwell membranes. The stained monolayers of cells were analyzed using a confocal microscope (LSM 510 UVMETA; Carl Zeiss, Germany). Samples were excited with 405, 488 and 543 nm lasers. Multi-tracked images were captured to avoid bleed through. The used pinholes were in the range of 148–152 µm at a magnification of 40x. The gain and offset for the different channels were kept constant during the entire experiment.

### RNA isolation

Caco-2 cells were grown in the gut-on-chip or Transwell for 21 days. The chips were opened, and cells were washed with PBS. After that, 100 µL of RLT lysis buffer were added to the cell culture membrane and incubated for 1–2 min, then the membrane was rinsed with another 100 µL RLT lysis buffer. Cell lysates were then collected and the total RNA extraction was performed using the Qiagen RNAeasy Micro kit according to the manufacturer’s instructions. The RNA amount was determined using a Nanodrop (ND-1000 Thermoscientific Wilmington, Delaware, USA).

To the cells cultured on Transwell membranes 350 µL of RLT lysis buffer were added, cell lysates were then collected and analyzed using the same procedure.

### Affymetrix microarray processing, and analysis

The isolated RNA (n = 4 per group) was subjected to genome‐wide expression profiling. In brief, total RNA was labelled using the Whole-Transcript Sense Target Assay (Affymetrix, Santa Clara, CA, USA) and hybridized on human Gene 2.1 ST arrays (Affymetrix). The quality control and data analysis pipeline has been described in detail previously^60^. Normalized expression estimates of probe sets were computed by the robust multiarray analysis (RMA) algorithm^61,62^ as implemented in the Bioconductor library affyPLM. Probe sets were redefined using current genome definitions available from the NCBI database, which resulted in the profiling of 29,635 unique genes (custom CDF version 23)^63^. Differentially expressed probe sets (genes) were identified by using linear models (library limma) and an intensity-based moderated t-statistic^64,65^. Probe sets that satisfied the criterion of a False Discovery Rate (FDR) < 0.01 were considered to be significantly regulated^66^. Microarray data have been submitted to the Gene Expression Omnibus (accession number: GSE156269).

### Biological interpretation of array data

Changes in gene expression were related to biologically meaningful changes using gene set enrichment analysis (GSEA). It is well accepted that GSEA has multiple advantages over analyses performed on the level of individual genes^67–69^. GSEA evaluates gene expression on the level of gene sets that are based on prior biological knowledge, GSEA is unbiased, because no gene selection step (fold change and/or p-value cutoff) is used; a GSEA score is computed based on all genes in the gene set, which boosts the S/N ratio and allows to detect affected biological processes that are due to only subtle changes in expression of individual genes. Gene sets were retrieved from the expert‐curated KEGG database^70,71^, but sets belonging to the categories ‘6—Human Disease’ and ‘7—Drug Development’ (BRITE Functional Hierarchy level 1) were excluded. Moreover, only gene sets comprising more than 15 and fewer than 500 genes were taken into account. For each comparison, genes were ranked on their t‐value that was calculated by the moderated t‐test. Statistical significance of GSEA results was determined using 10,000 permutations.

### Comparison of Caco-2 and human in vivo gastrointestinal tract transcriptome data

To compare the transcriptome profiles of Caco-2 cells grown under dynamic (gut-on-chip) or static conditions (Transwell) with healthy human intestinal tissues, transcriptome data from 5 locations taken along the gastrointestinal tract (duodenum, jejunum, ileum, and colon) in 4 healthy human volunteers was used^22^. Datasets were integrated applying a cumulative proportion transformation using YuGene^72^, and visualized by principal component analysis (PCA), essentially as described before^73^. In brief, raw data transcriptome (CEL) files from the gastrointestinal were obtained from the Gene Expression Omnibus (GEO)^74^ (accession number: GSE10867). Next, each dataset was separately background corrected, log2-transformed and summarized at the probe set level, which was followed by filtering out all genes that were not shared on the two array platforms. Samples were then combined by rescaling using the cumulative proportion transformation. The combined dataset included the gene expression measurements of 12,746 genes in 22 samples. Before PCA, expression data was centered by dataset. PCA was performed and visualized using the library PCAtools^75^. A list of 764 intestine-specific genes was obtained from The Human Proteome Atlas^24^, and used when indicated.

## Supplementary Information

Supplementary Information

## References

[1] Martignoni M, Groothuis GMM, de Kanter R (2006). Species differences between mouse, rat, dog, monkey and human CYP-mediated drug metabolism, inhibition and induction. Expert. Opin. Drug Met..

[2] Komura H, Iwaki M (2011). In vitro and in vivo small intestinal metabolism of CYP3A and UGT substrates in preclinical animals species and humans: Species differences. Drug Metab. Rev..

[3] Punt A, Bouwmeester H, Schiffelers MWA, Peijnenburg A (2018). Expert opinions on the acceptance of alternative methods in food safety evaluations: Formulating recommendations to increase acceptance of non-animal methods for kinetics. Regul. Toxicol. Pharmacol..

[4] Flecknell P (2002). Replacement, reduction and refinement. Altex.

[5] Guerra A, Campillo NE, Paez JA (2010). Neural computational prediction of oral drug absorption based on CODES 2D descriptors. Eur. J. Med. Chem..

[6] Kampfer AAM (2017). Development of an in vitro co-culture model to mimic the human intestine in healthy and diseased state. Toxicol. In Vitro.

[7] Creff J (2019). Fabrication of 3D scaffolds reproducing intestinal epithelium topography by high-resolution 3D stereolithography. Biomaterials.

[8] Bhise NS (2014). Organ-on-a-chip platforms for studying drug delivery systems. J. Control Rel..

[9] Kimura H, Sakai Y, Fujii T (2018). Organ/body-on-a-chip based on microfluidic technology for drug discovery. Drug Metab. Pharmacokinet..

[10] Kim HJ, Huh D, Hamilton G, Ingber DE (2012). Human gut-on-a-chip inhabited by microbial flora that experiences intestinal peristalsis-like motions and flow. Lab Chip.

[11] Kim HJ, Ingber DE (2013). Gut-on-a-Chip microenvironment induces human intestinal cells to undergo villus differentiation. Integr. Biol. (Camb).

[12] Kulthong K (2018). Implementation of a dynamic intestinal gut-on-a-chip barrier model for transport studies of lipophilic dioxin congeners. RSC Adv..

[13] Kulthong K (2020). Microfluidic chip for culturing intestinal epithelial cell layers: Characterization and comparison of drug transport between dynamic and static models. Toxicol In Vitro.

[14] Ortmann D, Vallier L (2017). Variability of human pluripotent stem cell lines. Curr. Opin. Genet. Dev..

[15] Kasendra M (2018). Development of a primary human small intestine-on-a-chip using biopsy-derived organoids. Sci. Rep..

[16] del Carmen, P. M., Jean-Pierre, G. & Caroline, L. B. Intestinal in vitro cell culture models and their potential to study the effect of food components on intestinal inflammation (vol 59, pg 1, 2019). *Crit Rev Food Sci.***59**, 2166–2168. doi:10.1080/10408398.2018.1543037 (2019).10.1080/10408398.2018.150673430277794

[17] Punt A, Peijnenburg A, Hoogenboom R, Bouwmeester H (2017). Non-animal approaches for toxicokinetics in risk evaluations of food chemicals. Altex.

[18] Li C, Liu T, Cui X, Uss AS, Cheng KC (2007). Development of in vitro pharmacokinetic screens using Caco-2, human hepatocyte, and Caco-2/human hepatocyte hybrid systems for the prediction of oral bioavailability in humans. J. Biomol. Screen.

[19] Kim HJ, Li H, Collins JJ, Ingber DE (2016). Contributions of microbiome and mechanical deformation to intestinal bacterial overgrowth and inflammation in a human gut-on-a-chip. Proc. Natl. Acad. Sci. USA.

[20] Delon LC (2019). A systematic investigation of the effect of the fluid shear stress on Caco-2cells towards the optimization of epithelial organ-on-chip models. Biomaterials.

[21] Hubatsch I, Ragnarsson EG, Artursson P (2007). Determination of drug permeability and prediction of drug absorption in Caco-2 monolayers. Nat. Protoc..

[22] Comelli EM (2009). Biomarkers of human gastrointestinal tract regions. Mamm. Genome.

[23] R: A Language and Environment for Statistical Computing (R Foundation for Statistical Computing, Vienna, Austria, 2020).

[24] Uhlen, M. *et al.* Proteomics. Tissue-based map of the human proteome. *Science***347**, 1260419. doi:10.1126/science.1260419 (2015).10.1126/science.126041925613900

[25] Meunier V, Bourrie M, Berger Y, Fabre G (1995). The human intestinal epithelial cell line Caco-2; pharmacological and pharmacokinetic applications. Cell Biol. Toxicol..

[26] Sun H, Chow EC, Liu S, Du Y, Pang KS (2008). The Caco-2 cell monolayer: Usefulness and limitations. Expert Opin. Drug Metab. Toxicol..

[27] Wang Z, Litterio MC, Muller M, Vauzour D, Oteiza PI (2020). (-)-Epicatechin and NADPH oxidase inhibitors prevent bile acid-induced Caco-2 monolayer permeabilization through ERK1/2 modulation. Redox. Biol..

[28] Gayer CP, Basson MD (2009). The effects of mechanical forces on intestinal physiology and pathology. Cell Signal.

[29] Chen BP (2001). DNA microh shear stressarray analysis of gene expression in endothelial cells in response to 24-. Physiol. Genomics.

[30] Ohura N (2003). Global analysis of shear stress-responsive genes in vascular endothelial cells. J. Atheroscler. Thromb..

[31] Kunnen SJ, Malas TB, Semeins CM, Bakker AD, Peters DJM (2018). Comprehensive transcriptome analysis of fluid shear stress altered gene expression in renal epithelial cells. J. Cell. Physiol..

[32] Sigel, A., Sigel, H., Sigel, R. K. O. & Royal Society of Chemistry (Great Britain). *Metallothioneins Related chelators*. (RSC Pub., 2009).

[33] Kumari MV, Hiramatsu M, Ebadi M (1998). Free radical scavenging actions of metallothionein isoforms I and II. Free Radic. Res..

[34] Conway DE (2010). Endothelial metallothionein expression and intracellular free zinc levels are regulated by shear stress. Am. J. Physiol. Cell Physiol..

[35] Radominska-Pandya A, Czernik PJ, Little JM, Battaglia E, Mackenzie PI (1999). Structural and functional studies of UDP-glucuronosyltransferases. Drug Metab. Rev..

[36] Miners JO, Mackenzie PI (1991). Drug glucuronidation in humans. Pharmacol. Therapeut..

[37] Yueh MF, Bonzo JA, Tukey RH (2005). The role of ah receptor in induction of human UDP-glucuronosyltransferase 1A1. Method Enzymol..

[38] Brauze D (2017). Induction of expression of aryl hydrocarbon receptor-dependent genes in human HepaRG cell line modified by shRNA and treated with beta-naphthoflavone. Mol. Cell. Biochem..

[39] Han Z (2008). Aryl hydrocarbon receptor mediates laminar fluid shear stress-induced CYP1A1 activation and cell cycle arrest in vascular endothelial cells. Cardiovasc. Res..

[40] Lano G (2020). Aryl hydrocarbon receptor activation and tissue factor induction by fluid shear stress and indoxyl sulfate in endothelial cells. Int. J. Mol. Sci..

[41] Conway DE (2009). Expression of CYP1A1 and CYP1B1 in human endothelial cells: Regulation by fluid shear stress. Cardiovasc. Res..

[42] Chen G, Shaw MH, Kim YG, Nunez G (2009). NOD-like receptors: role in innate immunity and inflammatory disease. Annu. Rev. Pathol..

[43] Loo YM, Gale M (2011). Immune signaling by RIG-I-like receptors. Immunity.

[44] Miravete M (2012). Renal tubular fluid shear stress facilitates monocyte activation toward inflammatory macrophages. Am. J. Physiol. Renal. Physiol..

[45] Harrison, D. A. The Jak/STAT pathway. *Cold Spring Harb Perspect Biol***4**. doi:10.1101/cshperspect.a011205 (2012).10.1101/cshperspect.a011205PMC328241222383755

[46] Eric Ho, J. W. in *Handbook of Cell Signaling* (ed Edward A. Dennis Ralph A. Bradshaw) Ch. 71, 533–538 (Academic Press, 2010).

[47] Veronica Lifshitz, D. F. in *Handbook of Biologically Active Peptides* (ed Abba J. Kastin) Ch. **225**, 1647–1653 (Academic Press, 2013).

[48] Varfolomeev E, Vucic D (2018). Intracellular regulation of TNF activity in health and disease. Cytokine.

[49] Mitchell S, Vargas J, Hoffmann A (2016). Signaling via the NFkappaB system. Wiley Interdiscip. Rev. Syst. Biol. Med..

[50] Cheng M, Wu J, Li Y, Nie Y, Chen H (2008). Activation of MAPK participates in low shear stress-induced IL-8 gene expression in endothelial cells. Clin. Biomech. (Bristol, Avon).

[51] Walshe TE (2013). The role of shear-induced transforming growth factor-beta signaling in the endothelium. Arterioscler. Thromb. Vasc. Biol..

[52] Hay DC (2003). Activation of NF-kappaB nuclear transcription factor by flow in human endothelial cells. Biochim. Biophys. Acta.

[53] Doddaballapur A (2015). Laminar shear stress inhibits endothelial cell metabolism via KLF2-mediated repression of PFKFB3. Arterioscler. Thromb. Vasc. Biol..

[54] Punt, A. *et al.* New approach methodologies (NAMs) for human-relevant biokinetics predictions. Meeting the paradigm shift in toxicology towards an animal-free chemical risk assessment. *ALTEX***37**, 607–622. doi:10.14573/altex.2003242 (2020).10.14573/altex.200324232521035

[55] Steinway SN, Saleh J, Koo BK, Delacour D, Kim DH (2020). Human microphysiological models of intestinal tissue and gut microbiome. Front. Bioeng. Biotechnol..

[56] Ashammakhi N (2020). Gut-on-a-chip: Current progress and future opportunities. Biomaterials.

[57] Hewes SA (2020). In vitro models of the small intestine: Engineering challenges and engineering solutions. Tissue Eng. Part B Rev..

[58] Guo P, Weinstein AM, Weinbaum S (2000). A hydrodynamic mechanosensory hypothesis for brush border microvilli. Am. J. Physiol. Renal. Physiol..

[59] Hardacre AK, Lentle RG, Yap S-Y, Monro JA (2016). Does viscosity or structure govern the rate at which starch granules are digested?. Carbohyd. Polym..

[60] Lin K (2011). MADMAX: Management and analysis database for multiple ~omics experiments. J. Integr. Bioinform..

[61] Irizarry RA (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[62] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[63] Dai MH (2005). Evolving gene/transcript definitions significantly alter the interpretation of GeneChip data. Nucleic Acids Res.

[64] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[65] Sartor MA (2006). Intensity-based hierarchical Bayes method improves testing for differentially expressed genes in microarray experiments. BMC Bioinformatics.

[66] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. J. R Stat. Soc. B.

[67] Subramanian A (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[68] Allison DB, Cui X, Page GP, Sabripour M (2006). Microarray data analysis: from disarray to consolidation and consensus. Nat. Rev. Genet..

[69] Abatangelo L (2009). Comparative study of gene set enrichment methods. BMC Bioinformatics.

[70] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: New perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res..

[71] Kanehisa M, Goto S (2000). KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[72] Le Cao KA, Rohart F, McHugh L, Korn O, Wells CA (2014). YuGene: a simple approach to scale gene expression data derived from different platforms for integrated analyses. Genomics.

[73] Rohart F (2016). A molecular classification of human mesenchymal stromal cells. Peer J..

[74] Clough E, Barrett T (2016). The gene expression omnibus database. Methods Mol. Biol..

[75] Blighe, K., *PCAtools**: **everything Principal Components Analysis*, https://github.com/kevinblighe/PCAtools (2018).

How the deposited data were processed for this re-analysis (not part of the article)

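The arrays measured RNA of Caco-2 cells grown for 21 days in 2 culture systems, with 4 samples on Transwell inserts and 4 in the gut-on-chip. Flow, device, supply of medium and lysis at harvest changed together, so their effects cannot be separated here. Medium flowed continuously in the gut-on-chip and was replaced every few days on the inserts. Chips were opened at harvest and lysed with 2 volumes of 100 µL, whereas the inserts received 350 µL. The methods give passages 29 to 45 without assigning them to samples. The authors deposited log2 levels made with RMA, whose version is not given in the sources used here. RMA had already corrected background and normalized quantiles between arrays, which removes differences in overall signal. The methods describe 29635 genes summarised with a custom definition of probe sets, whereas the table holds 53617 probe sets of the manufacturer's kind, so fold changes and counts need not equal those of the paper. Probe sets were paired with gene symbols through the platform annotation, which gave 23871 probe sets with 1 symbol, 1842 with several and 27904 with none. Entrez identifiers matched 22569 of the probe sets with 1 symbol to current genes and changed 90 symbols. No probe set with several symbols was given a gene's name.

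Probe sets were tested with limma 3.58.1 in R 4.3.3. Linear models without a block compared the gut-on-chip with the Transwell inserts, and variances were moderated with a prior that follows mean level through a loess curve of span 0.3, after the method the paper cites. The prior had 3.9 degrees of freedom beside 6 residual ones. P-values are two-sided and were adjusted by Benjamini-Hochberg over all 53617 probe sets, with a threshold of 0.01. The median residual SD was 0.23 on the log2 scale. The files hold no detection calls. Levels near the array medians of 2.462 to 2.485 were treated like all others. On simulated data with the means and spread of these arrays, 200 of 53617 probe sets were changed. Changes of 4 on the log2 scale were found for 56 of 56 probe sets, of 2 for 39 of 43, of 1 for 18 of 52 and of 0.5 for 2 of 49, with 2 false calls among 117. In the real arrays 5129 probe sets were called, which makes the adjusted threshold less strict. The simulated shares therefore may understate what the real test finds.

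Of 79 gene lists, 78 with at least 5 measured genes were tested with camera at a preset correlation of 0.01, with adjusted p-values over the lists and a threshold of 0.05. The KEGG sets of the paper were not used here. Preranked GSEA used fgsea 1.28.0. A gene with several probe sets was represented by the one with the highest mean level, which was decided after the data were seen. Of 632 such genes, 22 had all probe sets past the threshold in the same direction, 86 some, 2 in opposite directions and 522 none.

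Genes were named by a rule fixed before the data were examined, which took every gene of Table 1 and of the text of the paper, whose values had been seen there, the 15 largest increases and decreases among genes whose arrays did not overlap, and members of the lists. Of the 430 genes that this rule allows, the text names those in its order, with at most 3 of the largest changes, 1 that goes against the majority and 1 of the brightest that did not pass for each of 42 lists, and all measured metallothionein and zinc-responsive genes. That narrowing was made after the data were seen and did not use the results of the alternatives. Of the 20 genes of Table 1, 4 are not analysed here. The human tissue samples of the paper were not used here.

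The alternatives were another moderation of the variance, another normalization, a filter on dim probe sets, only probe sets with a symbol, array weights, a replicate block, each array left out in turn and other thresholds. For lists they were an estimated correlation, preranked GSEA, fry and the lists without genes that the study names. Distances between arrays were also computed over the 1000 most variable probe sets, over the brighter ones and as correlation distances. Testing 1 probe set per gene and averaging probe sets per gene were added after the data were seen.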

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

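All tests of explanations in this part were chosen after the results were seen. A repeated normalization and a comparison with 200 probe sets of like level had not decided about the authors' normalization, since RMA had already made the arrays alike (sorted values at most 0.0674 apart at the levels of the lists below), and the order of probe sets within an array replaced them. A normalization of whole arrays keeps that order apart from the summary of probes to probe sets, and a shift of all levels together cannot be seen in it. In arrays already made alike, however, the order restates the levels. Lists that differed in level had to differ in order, so this test does not decide either.

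Of 366 groups of 4 arrays tested, 12 held an array far from the others, and chance finds this in about 5% of groups. The log2 levels concerned were those of DHRS2 in gut-on-chip replicate 1 (5.47, against 8.32 to 8.63 in the others), IFI27 in gut-on-chip replicate 4 (6.79, against 4.17 to 4.57 in the others), ASAH2 in gut-on-chip replicate 3 (2.22, against 3.10 to 3.25 in the others), NR1I3 in Transwell replicate 2 (7.58, against 7.44 to 7.46 in the others), LOC100128988 in Transwell replicate 2 (6.77, against 6.94 to 6.95 in the others), MT3 in gut-on-chip replicate 2 (2.43, against 2.22 to 2.23 in the others), HEPH in Transwell replicate 2 (9.85, against 9.98 to 10.00 in the others), GADD45A in gut-on-chip replicate 1 (8.99, against 8.19 to 8.31 in the others), ACSL5 in Transwell replicate 1 (10.05, against 10.16 to 10.17 in the others), HSPA6 in gut-on-chip replicate 2 (3.53, against 4.68 to 4.87 in the others), CDHR5 in Transwell replicate 1 (10.76, against 10.86 to 10.87 in the others), CSF1R in gut-on-chip replicate 2 (5.76, against 6.33 to 6.38 in the others).

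Gene lists outside those the paper discusses also differed between the culture systems by camera, but several share members with pathways that the study chose on these arrays. SI, MTTP and FABP2 are on the enterocyte list and on digestion lists, and MTTP and APOB are on the apolipoprotein list and the fat digestion list. CXCL10 is on the interferon list and on the cytosolic DNA sensing list. Lists that share members in this way are not independent evidence. The upregulated lists, with their median log2FC, were unfolded protein response (0.31), heat shock response (1.24), immediate-early genes (1.15), MHC class I antigen presentation (0.24), chemokines and cytokines (0.30), keratins (0.42), fetal-like and regenerative epithelium markers (0.50), YAP and TEAD target genes (0.48), epithelial-mesenchymal transition genes (0.24), and interferon-stimulated genes (1.15). The downregulated lists were iron handling (-0.47), complement and acute phase (-0.26), brush border and microvilli (-0.56), intestinal transcription factors (-0.41), proximal small intestine markers (-0.46), ileum markers (-0.34), intestinal stem and crypt markers (-0.32), hepatocyte markers (-0.70), apolipoproteins and lipoprotein assembly (-0.77), cytosolic ribosomal proteins (-0.0807), bile acid and nuclear receptor targets (-0.29), ion transport and carbonic anhydrases (-0.41), and small-intestinal enterocyte markers (-1.25). Of the lists named here, the heat shock response, immediate-early genes, the fetal-like markers and the enterocyte markers also passed with an estimated correlation, and the others did not. The intestinal stem and crypt markers did not pass without gut-on-chip replicate 1 (adjusted p = 0.13), without Transwell replicate 3 (0.0645) or with preranked GSEA (0.122), and MHC class I antigen presentation did not without gut-on-chip replicate 1 (0.0525), without dim probe sets (0.0733) or with preranked GSEA (0.132). Preranked GSEA also lost the complement list (0.077) and the epithelial-mesenchymal transition genes (0.0559).

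The mean of the metallothionein list rose in every gut-on-chip array, by 2.12 to 2.70. The median place of its members in the order within an array lay at least 19.4 percentiles higher in every gut-on-chip array than in any Transwell array. This restates the difference in level and does not decide about the authors' normalization. The zinc exporter gene SLC30A1, a classical target of MTF1, had an upper 95% limit of 0.00437, so it did not follow, but SLC30A2 rose by 1.76, and zinc stays open. Probe sets that read each other's transcripts may account for part of the pattern, since the lowest upper limit among the brighter MT1 and MT2A probe sets, that of MT1F, was 1.02. The change of culture system itself stays open and was not tested apart from the device.

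Interferon-stimulated genes were higher in the gut-on-chip, most of all in replicate 4. The lowest list mean of replicates 1 to 3 stood 0.71 above the Transwell mean, where the Transwell arrays reached at most 0.05, which argues against a response in replicate 4 alone, but this test replaced an earlier one that did not decide, the median of the list without that array (0.95, against 1.15 with it). Leukocyte RNA is argued against by the leukocyte markers, whose median had an upper 95% bootstrap limit of 0.12, although CSF1R and CD3G rose and 4 of the 21 markers, CD68 among them with a level of 10.42, were already bright in the Transwell inserts. The median place of the members in the order within an array lay at least 7.65 percentiles higher in every gut-on-chip array than in any Transwell array. That gap restates the difference in level and does not decide about the normalization. An effect of the culture system stays open, and the adjusted p of the list was 0.175 with an estimated correlation and at most 0.00297 under its other alternatives.

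The mean of the enterocyte markers fell by 1.58 to 1.85 in the gut-on-chip arrays, and every one of these arrays lay below the Transwell arrays. A smaller share of enterocyte-like cells would lower bright markers alike if all were confined to such cells. Of 18 bright markers, 14 passed as lower. The log2FC was 0.29 for SLC46A1, which was not lowered, and -6.99 for G6PC1, and their 95% intervals lay 6.55 apart. The bright markers thus did not move alike. These genes were the extremes, picked after the values were seen, so the gap does not decide, and a smaller share stays open. In the order within an array, the median place of the markers lay at least 11.8 percentiles lower in every gut-on-chip array, which restates the difference in level and does not decide about the normalization. A response of the cells to the culture system stays open, and these arrays cannot separate it from the device.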

How the results depend on the processing

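The tests by other splits of the arrays were written down after the counts were seen. The count of 5129 probe sets past an FDR of 0.01 was 3631 to 4628 with 1 array left out (1925 to 2506 upregulated and 1692 to 2148 downregulated), and it stayed within 1.5 times under the other moderations, normalizations, filters and array weights, and with 1 probe set per gene (4715) or averaged probe sets (4679), which were chosen after seeing the data. It was 8263 at an FDR under 0.05 (4512 upregulated, 3751 downregulated) and 2100 with an absolute log2FC of at least 1 (1003 upregulated, 1097 downregulated), by construction of these thresholds. With the replicate block it was 3372, of which 1772 were upregulated and 1600 downregulated. No source used here states whether the replicate numbers pair the arrays. Same-numbered arrays, less their group means, had correlations of 0.00307, -0.0429, -0.0215 and -0.0103, which gave no sign of pairing but cannot exclude it. Every other split of the 8 arrays called 0 probe sets, and only the real split (1 of 35) reached the real count. That share, 0.0286, is the smallest that this design allows. The other splits mixed the culture systems, which adds their difference to the spread within groups and lowers the count. They are therefore a weak measure of chance, which is not excluded. For the 51 lists that passed, the highest other split reached 41, and only the real split (1 of 35) reached 51. This is again the smallest share that the design allows, so it does not exclude chance. The 16 splits that kept 3 arrays of a group together called 22 to 41 lists and the 18 that parted each group evenly called 0 to 2. With an estimated correlation 6 lists were upregulated and 6 downregulated, and 39 of the 51 were lost. Fry, which compares no list with other genes, called 36 upregulated and 35 downregulated lists of 78. Preranked GSEA lost 4 of the 51 lists, the filter on dim probe sets 5, a left-out array 2 (intestinal stem and crypt markers and MHC class I antigen presentation), quantile normalization again 1, omission of the genes that the study names 1 and the replicate block 0, and no list reversed. Of 430 genes that the naming rule allows, 285 passed and 235 did so under every alternative. Calls were lost for 43 genes with some array left out, for 34 with the replicate block and for 18 with limma without a trend, 39 genes passed only under an alternative, and none reversed. The ratio of distances across and within groups was 1.35 to 1.38 with 1 array left out, and the spread ratio of 1.02 became 1.08 among brighter probe sets, for which the cause was not tested. Signal over background limits what can be said of dim genes, since no detection calls were used.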

Differences from the paper's values

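The paper reports 29635 genes tested, and 53617 probe sets were tested here. Of the alternatives set before the data were examined, the filter on dim probe sets (26808) and only probe sets with a symbol (25713) came within 1.5 times of the paper's number, and the others did not. Both sizes follow from how these filters are defined, so their closeness says nothing about the paper's set of genes. Of 20 genes of Table 1, 16 were analysed, and all 16 passed in the direction that the paper gives. For 7 of them the size differed by more than the SD between replicates. ANXA1 had a log2FC of 4.29 here and 4.91 in the paper, MT1X had a log2FC of 3.92 here and 4.31 in the paper, IFITM3 had a log2FC of 2.01 here and 4.30 in the paper, UPK1B had a log2FC of 3.18 here and 3.99 in the paper and ASAH2 fell by 3.18 on the log2 scale here and by 5.64 in the paper, and none of the 16 alternatives set before the data were examined reached the paper's values. IFI27 had a log2FC of 2.55 here and 3.98 in the paper, and TM4SF20 fell by 4.48 on the log2 scale here and by 4.84 in the paper. For these 2 genes, the value without gut-on-chip replicate 2 lay within the SD of the paper's (2.83 and -4.60), and the other alternatives did not. Without gut-on-chip replicate 4, the log2FC of IFI27 was 1.96, further from the paper's value. Levels of IFI27 in the Transwell inserts and of ASAH2 in gut-on-chip replicate 3 (2.22) lay near or below the array medians. Signal over background is not known there, so the sizes of these 2 differences from the paper are uncertain. The lowest FDR of these 16 genes was 1.62e-07 here and 2.1e-10 in the paper, and the highest was 0.00505 here and 4.0e-05 in the paper, and none of the alternatives came within 1.5 times of either.

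The paper ranks MT1H as the most upregulated gene. Here MT1G had a log2FC of 5.63 and MT1H of 5.58, but the level of MT1H in the Transwell inserts lay below the median of the arrays, where signal over background is not known, and no rank between them is read from these values. G6PC1 was the most downregulated gene in both. The paper reports Jak-STAT signaling as upregulated and ABC transporters, AMPK signaling and other drug-metabolizing enzymes as downregulated, at looser thresholds and on KEGG sets. Here their adjusted p by camera was 0.0897, 0.165, 0.375 and 0.116. Preranked GSEA, the kind of test that the paper used, gave 0.168, 0.214, 0.0179 and 0.0203, which passes for AMPK signaling and for other drug-metabolizing enzymes. All 4 values lie under the paper's looser FDR threshold, but the unadjusted p was 0.135 for Jak-STAT signaling and 0.181 for ABC transporters, above its threshold on that p. By its own test, of any shift of the members in 1 direction, fry passed for all 4 (1.80e-04, 0.00982, 5.62e-04 and 6.30e-04). The median log2FC of the AMPK list was 0.0362, of the opposite sign to its mean of -0.175 and to its test. Of 25 lists that follow pathways of the study, 21 passed in the direction of the paper, 0 passed against it and 4 did not pass, all by camera with the preset correlation. With an estimated correlation, 5 of them passed, in the direction of the paper.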

Other observations

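Immediate-early genes comprised 18 measured genes, of which 14 were upregulated, none was downregulated and 4 did not pass the test (15 upregulated and none downregulated when adjusted over the list alone, adjusted p = 2.66e-10 by camera and adjusted p = 0.0455 with an estimated correlation). CCN1 (log2FC = 2.53), FOSL1 (2.12) and ATF3 (2.09) had the largest changes, and MYC had a log2FC of 0.54 (FDR = 0.175 from limma, and 0.79 with FDR = 0.004 without gut-on-chip replicate 1). The heat shock response had 10 measured genes, of which 9 were upregulated, none was downregulated and 1 did not pass the test (10 upregulated and none downregulated when adjusted over the list alone, adjusted p = 5.05e-10 by camera and adjusted p = 0.0307 with an estimated correlation), led by the chaperone genes HSPB1, HSPA4L (log2FC = 2.21) and CRYAB (1.99), while HSPA6 had a log2FC of 1.23 (FDR = 0.0595), at 3.53 in gut-on-chip replicate 2 and 4.68 to 4.87 in the other arrays of that group. Shear-stress genes known from endothelial cells had 20 measured genes, of which 13 were upregulated, none was downregulated and 7 did not pass the test (15 upregulated and none downregulated when adjusted over the list alone, adjusted p = 2.66e-10 by camera and adjusted p = 0.0307 with an estimated correlation), and HMOX1 had a log2FC of 0.13 (FDR = 0.27). Upregulated members of this list include CYP1A1, PTGS2 and CYP1B1, which are also aryl hydrocarbon receptor targets, and CCN1, also an immediate-early gene. The paper had reported the first 3 on the same arrays, so the list is not separate evidence of a response to shear. Without the genes that the study names it still passed (adjusted p = 7.57e-08 by camera). Markers of fetal-like and regenerative epithelium had 21 measured genes, of which 8 were upregulated, 1 was downregulated and 12 did not pass the test (11 upregulated and 1 downregulated when adjusted over the list alone, adjusted p = 6.83e-05 by camera and adjusted p = 0.031 with an estimated correlation), with MSLN downregulated (log2FC = -1.82) and ANXA3 at 0.29 (FDR = 0.0242).

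Of the intestinal transcription factors there were 24 measured genes, of which 1 was upregulated, 10 were downregulated and 13 did not pass the test (1 upregulated and 12 downregulated when adjusted over the list alone, adjusted p = 5.12e-05 by camera and adjusted p = 0.0663 with an estimated correlation). NR1I3, MAF (log2FC = -2.37) and NR5A2 (-2.10) were downregulated and ELF3 was upregulated (1.00), and TCF7L2 had a log2FC of -0.27 (FDR = 0.0313). Hepatocyte markers, several of which Caco-2 cells express, had 22 measured genes, of which 1 was upregulated, 12 were downregulated and 9 did not pass the test (1 upregulated and 12 downregulated when adjusted over the list alone, adjusted p = 1.36e-07 by camera and adjusted p = 0.0715 with an estimated correlation). ASGR1 (log2FC = -2.42) and ASGR2 (-2.09) were downregulated and the transthyretin gene TTR was upregulated (0.63). Apolipoproteins and lipoprotein assembly had 16 measured genes, of which none was upregulated, 9 were downregulated and 7 did not pass the test (none upregulated and 10 downregulated when adjusted over the list alone, adjusted p = 5.10e-08 by camera and adjusted p = 0.0715 with an estimated correlation), including APOM (log2FC = -1.45), while APOA2 had a log2FC of 0.16 (FDR = 0.29, and 0.26 with FDR = 0.0073 without gut-on-chip replicate 1). Members such as MTTP and APOB are also on the fat digestion list, so this list is not independent of it. Colon markers had 31 measured genes, of which 6 were upregulated, 5 were downregulated and 20 did not pass the test (8 upregulated and 5 downregulated when adjusted over the list alone, adjusted p = 0.796 by camera and adjusted p = 0.892 with an estimated correlation). CEACAM6 (log2FC = 2.97) and CEACAM5 (2.42) were upregulated and HSD17B2 was downregulated (-3.37), and FXYD3 had a log2FC of 0.14 (FDR = 0.39). Leukocyte markers had 21 measured genes, of which 2 were upregulated, none was downregulated and 19 did not pass the test (2 upregulated and none downregulated when adjusted over the list alone, adjusted p = 0.758 by camera and adjusted p = 0.851 with an estimated correlation), and CSF1R (log2FC = 1.33) and CD3G (0.96) were the upregulated ones, with CSF1R at 5.76 in gut-on-chip replicate 2 and 6.33 to 6.38 in the other arrays of that group.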
